# Tissue signals imprint Aiolos expression in ILC2s to modulate type 2 immunity

**DOI:** 10.1038/s41385-021-00431-5

**Published:** 2021-08-04

**Authors:** Jinxin Qiu, Jingjing Zhang, Yan Ji, Hanxiao Sun, Zhitao Gu, Qiangling Sun, Meizhu Bai, Jue Gong, Jupei Tang, Yunpeng Zhang, Shiyang Li, Zhen Shao, Jinsong Li, Huiming Sheng, Lei Shen, Ju Qiu

## Abstract

Group 2 innate lymphoid cells (ILC2s) manifest tissue heterogeneity and are crucial modulators of regional immune responses. The molecular mechanisms regulating tissue ILC2 properties remain elusive. Here, we interrogate the signatures of ILC2s from five tissues at the transcriptome and epigenetic level. We have found that tissue microenvironment strongly shapes ILC2 identities. The intestine induces Aiolos^+^ILC2s, whereas lung and pancreas enhance Galectin-1^+^ILC2s. Though being a faithful gut ILC2 feature under the steady state, Aiolos is induced in non-intestinal ILC2s by pro-inflammatory cytokines. Specifically, IL-33 stimulates Aiolos expression in both human and mouse non-intestinal ILC2s. Functionally, Aiolos facilitates eosinophil recruitment by supporting IL-5 production and proliferation of ST2^+^ILC2s through inhibiting PD-1. At the epigenetic level, ILC2 tissue characters are imprinted by open chromatin regions (OCRs) at non-promoters. Intestinal-specific transcription factor aryl hydrocarbon receptor (Ahr) binds to *Ikzf3* (encoding Aiolos) locus, increases the accessibility of an intestinal ILC2-specific OCR, and promotes the *Ikzf3* transcription by enhancing H3K27ac. Consequently, Ahr prevents ILC2s entering an “exhausted-like” state through sustaining Aiolos expression. Our work elucidates mechanism of ILC2 tissue adaptation and highlights Aiolos as a potential target of type 2 inflammation.

## Introduction

Group 2 innate lymphoid cells (ILC2s) are a subset of ILCs that lack T and B cell antigen-specific receptors.^1–4^ ILC2s mirror the CD4^+^ type 2 T helper cells in terms of master transcription factor GATA3 expression and functional cytokine production.^1,5,6^ Both ILC2s and Th2 cells play fundamental roles in expulsion of parasites and induction of allergy through secretion of IL-5 and IL-13, which mediate multiple effects including recruitment of myeloid cells, eosinophil maturation, smooth muscle contraction, and mucin production from epithelial cells.^7^ Importantly, ILC2s are found to be more dominant source for type 2 cytokines than Th2 cells in tissues under the steady state, and are key drivers for allergic responses at early stage of diseases.^8–10^ ILC2s have also been reported to promote epithelial regeneration by producing amphiregulin (AREG).^11^ In addition, ILC2s have recently been indicated to have anti-tumor capacity.^12–15^ Therefore, ILC2s serve as promising therapeutic target not only for infectious diseases or allergy, but also for tissue damage and tumor.

Developed from the bone marrow (BM) common helper-like innate lymphocyte progenitors (ChILP, lineage^−^CD127^+^Id2^+^α_4_β_7_^+^),^16^ ILC2s accumulate at mucosal areas starting at an early age and populate locally through homeostatic expansion.^17,18^ As a result, tissue-resident ILC2s constantly crosstalk with environmental cues and are imprinted with specific characters that may endow ILC2s with site-specific functions.

One reflection of the tissue ILC2 heterogeneity is the preference of cytokine receptor expression.^19^ IL-18R has been shown to be highly expressed by skin ILC2s.^20^ Small intestine (SI) is abundant for ILC2s expressing IL-17RB, the receptor for IL-25.^21^ The IL-17RB^+^ILC2s have also been found in the lung upon injection of IL-25 and are defined as inflammatory ILC2s (iILC2s).^22^ ST2, the receptor for IL-33, is expressed by ILC2s distributed broadly in many organs including BM ILC2 progenitors.^20,23^ Correspondingly, IL-33 has been implicated with diseases from multiple tissues, including the lung, pancreas, intestine, and fat.^11,24–28^ IL-33 facilitates egress of ILC2s from BM, and is essential for the maintenance and cytokine production of ILC2s during inflammation, as well as generation of ILC2 memory.^24–26^ IL-33 efficiently expands ILC2s and results in systemic type 2 responses, and is indicated to be applicable in ILC2-related therapy for treatment of diseases, such as graft-versus-host disease or specific types of tumors.^13,29–31^ Therefore, the elaboration of ST2^+^ILC2 properties in different microenvironments may facilitate targeting ILC2s in a tissue-specific manner.

ILC2 tissue specificity has been previously investigated by bulk cell RNA-seq, single-cell RNA-seq, and mass cytometry.^20,32,33^ However, transcriptome profiles of ILC2s from the large intestine (LI) and pancreas, two organs in which ILC2s have recently been shown to be present in cancer patients and to be relevant to anti-tumor functions of ILC2s, remain unknown.^13,14,33^ In addition, it is not clear if the signatures of ILC2s from one specific tissue (donor tissue) will change as the cells are relocated to another tissue (host tissue).

In parallel with the transcriptome profiles, the heterogeneity of immune cells is also imprinted at the epigenetic level. Open chromatin regions (OCRs) at proximal and distal enhancers have been shown to play a fundamental role in lineage commitment of immune cells.^34,35^ Integrated analysis of assay for transposase-accessible chromatin with sequencing (ATAC-seq) and chromatin immunoprecipitation sequencing (ChIP-seq) reveals that transcription factors play essential roles in regulating chromatin accessibilities, histone modifications, and gene expression.^36,37^ Transcription factors binding to OCRs in multiple tissue ILC2s, which has not been explored before, may be critical upstream events in determining ILC2 tissue properties.

In this study, we interrogated the transcriptomic and epigenetic features of ST2^+^ILC2s from the BM, pancreas, lung, and LI, as well as the features of KLRG1^+^ILC2s from SI. We identified Galectin-1 as a lung/pancreas ILC2 feature and Aiolos as an intestinal ILC2 signature under the steady state. Aiolos belongs to the Ikaros zinc-finger family transcription factors and is expressed by various types of immune cells.^38^ Through forming homodimer or forming heterodimer with Ikaros, or interaction with other non-Ikaros zinc finger family transcription factors and epigenetic modulators, Aiolos regulates gene expression by directly binding to target DNA with its C2H2 Krüppel-like zinc-finger motifs.^38^ Aiolos has been shown to regulate the function of ILC subsets. For example, Aiolos is important for the maturation of splenic CD11b^high^CD27^–^NK cells and is required for the anti-viral capacity of NK cells through cell-intrinsically sustaining IFN-γ and granzyme B expression by NK cells.^39^ Nevertheless, mice with defective Aiolos expression in NK cells have an enhanced anti-tumor response in vivo.^39^ Recent research studies have found that Aiolos is expressed by a transitional ILC3-ILC1 subset, cooperates with T-bet to extinguish the ILC3 program, and facilitates the conversion of ILC3 to ILC1, a process possibly involved in the pathogenesis of inflammatory bowel disease.^40–42^ So far, studies on the role of Aiolos in ILC2s have been lacking. In this research, we investigated the molecular mechanisms regulating Aiolos expression and the function of Aiolos in tissue ILC2s. Our research is valuable for understanding the molecular regulation of ILC2 tissue specificity and provides potential insights for specifically targeting ILC2s during diseases.

## Results

### Tissue ILC2s share sub-clusters with similar characteristics

To interrogate the heterogeneity of mouse tissue ILC2s, we performed scRNA-seq on ILC2s sorted from five different organs, including BM, LI, lung, pancreas, and SI using flow cytometry. Lin^–^ST2^+^CD25^+^ was used as an identity for sorting ST2^+^ILC2s from the BM, LI, lung, and pancreas, more than 95% of which represents genuine ILC2s (Lin^–^CD45^+^CD127^+^GATA3^high^ cells) (Supplementary Fig. S1a, c, e). Since SI ILC2s express low level of ST2,^20^ Lin^–^CD45^+^Thy1^low^KLRG1^high^ was used as markers for sorting SI ILC2s, more than 97% of which match identities of gold standard of ILC2s (Lin^–^CD45^+^CD127^+^GATA3^high^ cells) (Supplementary Fig. S1b, d, e). T-distributed stochastic neighbor embedding (t-SNE) analysis identified six to eight sub-clusters from ILC2s of each tissue (Supplementary Fig. S2a). We observed that ILC2s from the same tissue manifested relatively low heterogeneity (Supplementary Fig. S2a). But a few sub-clusters appeared to be more separate from others, such as cluster 7 from the BM ILC2s, cluster 6 from the LI ILC2s, and cluster 5 and 6 from the pancreas ILC2s (Supplementary Fig. S2a). Genes highly expressed by one sub-cluster compared to each of the other sub-cluster in a 1 versus 1 manner were specifically noticed. We found that sub-clusters with featured expression of *Lgals1* together with several other characteristics were shared among all five tissue ILC2s (Supplementary Fig. S2b). The *Lgals1*^high^ clusters in BM, lung, and pancreas ILC2s had higher level of *S100a4* and *S100a6*, whereas enriched *Tnfsf8* expression in *Lgals1*^high^ clusters was found in all the tissue ILC2s except for BM and SI ILC2s (Supplementary Fig. S2b). Interestingly, *Lgals1*^high^ clusters in intestinal ILC2s showed distinguished expression of *Il17a* (Supplementary Fig. S2b). BM, lung, and pancreas ILC2s were found to contain a sub-cluster with featured expression of *Notch2* and genes encoding epigenetic modulators, including *Kdm6b*, *Kmt2d*, and *Cbx3* (Supplementary Fig. S2c). This possibly indicates that Notch signaling supporting the development and expansion of ILC2s is coupled with epigenetic activities.^43^

Strikingly, cluster 1 from LI ILC2s and cluster 3 from SI ILC2s manifested high expression of *Il5* and *Il13*, indicating them being an activated subpopulation (Supplementary Fig. S2d).^44^ *Tnfrsf9*, *Cxcr6*, and *Dgat1* were identified together as featured genes of this activated ILC2 cluster (Supplementary Fig. S2d). We speculated that common signatures in specific clusters could predict co-expression in a cell subpopulation. Using the IL-5-RFP (Red5) mouse,^45^ we verified the enriched expression of *Il13* mRNA in IL-5-RFP^+^ILC2s from SI, and concomitant abundance of *Il5*, *Il13*, and *Tnfrsf9* mRNA in IL-5-RFP^+^ILC2s from LI (Supplementary Fig. S2e). At the protein level, surface expression of 4-1BB (encoded by *Tnfrsf9*) on ILC2s was hardly detected under the steady state (Supplementary Fig. S2f). However, phorbol 12-myristate 13-acetate (PMA) and ionomycin stimulation significantly boosted both surface and intracellular 4-1BB, which was specifically highly expressed by IL-5^+^ILC2s rather than IL-5^–^ILC2s in the LI (Supplementary Fig. S2f, g). The data indicate that 4-1BB mark an activated ILC2 subpopulation and that signatures of sub-clusters identified by single-cell sequencing predict their co-expression as markers for tissue ILC2 sub-populations.

### ILC2s have distinct tissue properties

Despite sub-clusters with similar features were found in ILC2s from different tissues, analysis aggregating downsampled ILC2s from each tissue revealed strong heterogeneity (Fig. 1a, b and Supplementary Data 1). We performed pairwise comparison on single-cell data between tissue ILC2s, and genes commonly upregulated in one tissue ILC2s compared to all other four tissue ILC2s were designated as “ILC2 tissue-specific genes” (ILC2 TS genes) (Supplementary Data 1). To compensate for the potential gender-biased results obtained from scRNA-seq data of male ILC2s, the expression of representative ILC2 TS genes was evaluated using female tissue ILC2s by quantitative PCR. Taking previously reported ILC2 tissue signatures as controls including *Ccr9* (for BM ILC2), *Il5* (for LI ILC2), and *Il17rb* (for SI ILC2), we identified and confirmed several tissue features for ILC2s, including *Il6ra* and *Lztfl1* for BM ILC2s, *Tnfrsf9* and *Lilr4b* for LI ILC2s, *Ret*, *Gzma*, and *Epas1* for SI ILC2s, *Nrp1* for lung ILC2s, and *Lgals1*, *Alox5*, and *Arg1* for pancreas ILC2s (Fig. 1c–i). Intriguingly, peaked expression of *Yes1*, *Smad7*, *Ccl5*, and *Stab1* in lung ILC2s, and peaked expression of *Ass1* and *Cd24a* in pancreas ILC2s were only found in male but not female individuals (Fig. 1h, i), suggesting that sex hormones affect the establishment of lung and pancreas ILC2 tissue features.^46^ Notably, *Lgals1* was also expressed at a higher level in lung ILC2s compared with BM and intestinal ILC2s especially in male mice (Fig. 1i).

**Fig. 1:**
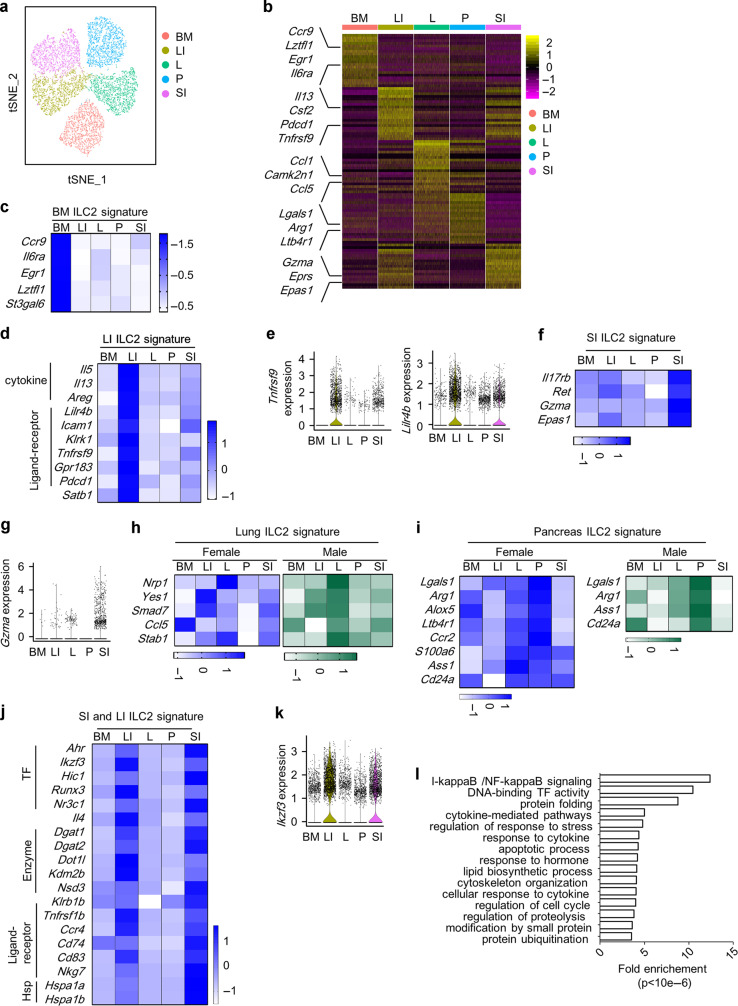
Tissue ILC2s have distinct signatures. **a**, **b**, **e**, **g**, **k**, **l** Analysis of aggregated and downsampled single-cell data from tissue ILC2s was performed using Seurat. **a** t-SNE plot shows the distinct clusters of tissue ILC2s. **b** Heatmap shows the top 30 differentially expressed genes from tissue ILC2s performed using “1 versus all” comparison. **e**, **g**, **k** Violin plots show differentially expressed genes by tissue ILC2s. **c**, **d**, **f**, **h**, **i**, **j** Expression of ILC2 tissue-specific genes was verified in purified ILC2s from female mice (**c**, **d**, **f**, and **j**) or both genders (**h** and **i**) by real-time RT-PCR. **c**, **d**, **f**, **h**, **i**, **j** Heatmaps show relative fold of gene expression of representative tissue signatures relative to the expression by BM ILC2s. Black blocks indicate the gene was not detected in the tissue ILC2s by real-time RT-PCR. Scale bar indicates *z*-score of gene expression relative to *Actb*. **l** Gene ontology analysis was performed on LI and SI ILC2 common signature genes. BM bone marrow, LI large intestine, SI small intestine, P pancreas, L lung.

Hierarchical clustering analysis indicated a closer relationship of LI and SI ILC2s (Supplementary Fig. S3a, b). We then confirmed the differential expression of genes, which were concomitantly higher in LI and SI ILC2s compared to ILC2s from each of the other three tissues, from female mice using quantitative PCR (Fig. 1j and Supplementary Data 1). A series of genes were verified to be intestinal ILC2 features, including aryl hydrocarbon receptor (Ahr) that has been reported to be an intestinal ILC2 character,^47^ and *Ikzf3* encoding the transcription factor Aiolos (Fig. 1j, k). Gene ontology analysis showed that intestinal ILC2s signature genes were significantly enriched in pathways including transcription factor activities, lipid synthesis, cell cycle, cell apoptosis, cytoskeleton organization, protein folding and post-translational modification, and cytokine responses (Fig. 1l), which were not found to be over-presented in non-intestinal ILC2 signature genes (data not shown). This suggests that intestinal ILC2s undertake more active biological processes compared to other tissue ILC2s, and intestinal ILC2s are likely to be more intricately regulated at the molecular level to accommodate their complicated functions.

### Tissue microenvironment actively shapes ILC2 characters

We next confirmed the protein expression of ILC2 tissue signatures by flow cytometry (Fig. 2a). In consistency with the mRNA level, 4-1BB, PD-1 (encoded by *Pdcd1*), and Gp49a (encoded by *Lilr4b*) were highly expressed by LI ILC2s (Fig. 2a). Galectin-1 (Gal-1, encoded by *Lgasl1*) specifically marked pancreas and lung ILC2s (Fig. 2a). Notably, Aiolos was confirmed to be a shared feature for LI and SI ILC2s (Fig. 2a). Strikingly, we found that Aiolos was conservatively presented as an intestinal ILC2 signature over BM, lung, and peripheral blood ILC2s in humans (Fig. 2b). To determine if tissue microenvironment affects ILC2 tissue features, we transferred ILC2s isolated from one specific tissue to immune-deficient *Rag2*^*–/–*^*Il2rg*^*–/–*^ hosts, in which ILC2s from different tissues were analyzed 4 weeks later (Fig. 2c–g). We analyzed the expression of Aiolos as a marker highly expressed by ILC2s of intestine origins, and Gal-1 as a marker of ILC2s from pancreas and lung origins. Interestingly, we found that ILC2s from non-intestinal origins dramatically upregulated Aiolos expression upon settling in the gut, whereas intestinal ILC2s downregulated Aiolos expression upon arrival at the lung (Fig. 2d, e). Likewise, Gal-1 expression in ILC2s of the BM and intestine-origin was enhanced when ILC2s were located at the lung, whereas Gal-1 was reduced in ILC2s derived from lung upon homing to the intestine (Fig. 2f, g). As a note, ILC2s from non-BM origin could hardly traffic to the BM and few cells could be harvested from the BM of the host, probably due to lack of BM-homing receptors (Fig. 2d, f). Next, adaption of tissue ILC2s to the environment was tested ex vivo, by co-culture of isolated mononuclear cells from different tissues identified with separate congenic leukocyte markers (Fig. 2h, i). In consistency with observed in vivo, we found that intestinal cells triggered Aiolos expression and suppressed Gal-1 expression in pancreas and lung ILC2s as soon as 48 h of culture (Fig. 2h). Conversely, pancreas and lung cells promoted Gal-1 expression while inhibited Aiolos expression in intestinal ILC2s (Fig. 2i). Together, the data suggest that tissue microenvironment actively skews ILC2 tissue identities.

**Fig. 2:**
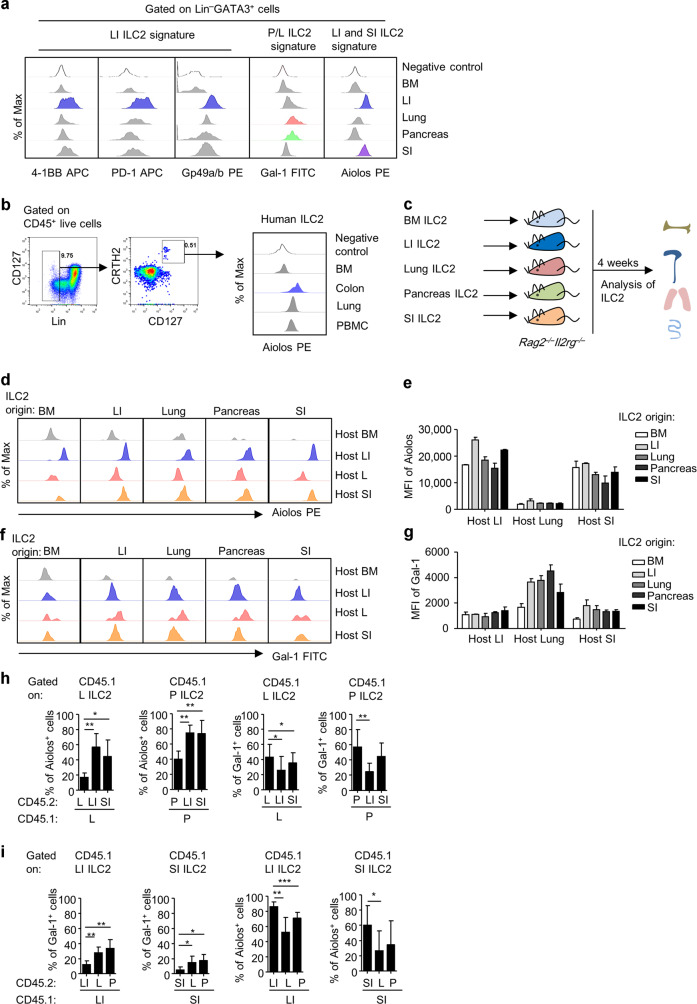
Tissue environment strongly shapes ILC2 identities. **a** The expression of representative ILC2 tissue signatures gated on ILC2s was analyzed by flow cytometry. Intracellular 4-1BB was analyzed when cells were stimulated with PMA and ionomycin. Myeloid cell gate based on FSC and SSC was used as negative control. **b** Histogram shows Aiolos expression gated on human ILC2s from different tissues analyzed by flow cytometry. Negative control was Lin^+^ cells from bone marrow sample. **c** Schematic strategy of ILC2 transfer. **d**–**g** ILC2s were sorted from different tissues and transferred to *Rag2*^*–/–*^*Il2rg*^*–/–*^ mice. Expression of Aiolos (**d** and **e**) and Gal-1 (**f** and **g**) gated on ILC2s (Lin^*–*^GATA3^+^) from different tissues in *Rag2*^*–/–*^*Il2rg*^*–/–*^ hosts was analyzed by flow cytometry 4 weeks after transfer. Mean fluorescence intensity (MFI) of Aiolos and Gal-1 is shown. **h**, **i** Mononuclear cells isolated from different tissues of the CD45.1 and CD45.2 mice were mixed at a 1:1 ratio and cultured for 48 h. The expression of Aiolos and Gal-1 gated on ILC2s (CD45.1^+^Lin^*–*^GATA3^+^ cells) of CD45.1 origin was analyzed by flow cytometry. **e**–**i** Error bars are mean + SEM. **a**–**i** Data are representative of two to four independent experiments. BM bone marrow, LI large intestine, SI small intestine, P pancreas, L lung.

### Aiolos is induced in non-intestinal ILC2s by pro-inflammatory cytokines

Next, a series of cytokines were used to treat ST2^+^ILC2s in vitro to search for potential factors affecting ILC2 tissue signatures (Fig. 3a and Supplementary Fig. S4a). We found that IL-1β and TL1A promoted both mRNA and protein expression of Aiolos from lung ILC2s in vitro (Fig. 3a–c). Moreover, as a cytokine implicated in systemic allergic responses, IL-33 boosted Aiolos expression in ILC2s from multiple organs both in vitro and in vivo (Fig. 3a, d, e). Importantly, Aiolos expression was also induced in human peripheral blood ILC2s by IL-33, suggesting a conserved regulation of Aiolos by IL-33 (Fig. 3f). Together, the above data indicate that Aiolos could be induced in non-intestine organs by pro-inflammatory triggers such as IL-33, reflecting a plasticity of ILC2 tissue features during diseases.

**Fig. 3:**
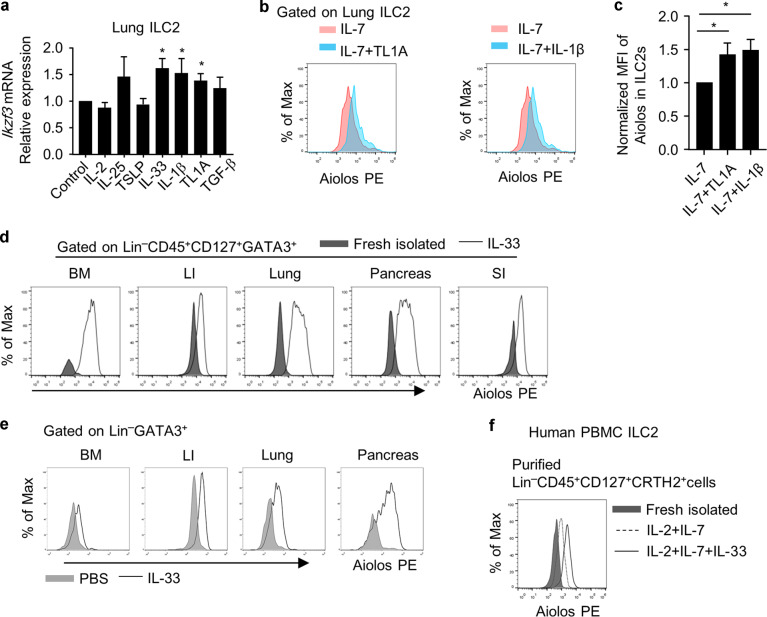
Aiolos is induced in non-intestinal ILC2s by IL-33. **a**–**c** Purified lung ILC2s were treated with indicated cytokines in the presence of IL-7 (10 ng/ml) for 24 h. Concentration for all cytokines were used at 10 ng/ml except for TGF-β (1 ng/ml), TL1A (100 ng/ml) and TSLP (20 ng/ml). **a** mRNA expression of *Ikzf3* was analyzed by Q-PCR. **b** Expression of Aiolos was analyzed by flow cytometry. **c** Mean fluorescence intensity (MFI) of Aiolos is shown. **d** ILC2s from different tissues of wild-type mice were sorted and cultured with IL-7 (10 ng/mL) and IL-33 (10 ng/mL) for 14 days. The expression of Aiolos in IL-33-treated ILC2s compared to freshly isolated ILC2s from indicated organs was analyzed by flow cytometry. **e** Expression of Aiolos in PBS or IL-33 (intraperitoneal injection of IL-33, 500 ng/day/mouse) treated mice gated on ILC2s from indicated organs was analyzed by flow cytometry. Histogram of Aiolos expression is shown. **f** Human peripheral blood ILC2s were isolated and treated with indicated cytokines for 5 days. Histogram shows Aiolos expression analyzed by flow cytometry. **a**, **c** Error bars are mean ± SEM. **d**–**e** BM bone marrow, LI large intestine, SI small intestine, P pancreas, L lung. **a**–**f** Data are representative of two to four independent experiments.

As a lung/pancreas ILC2 signature, *Lgals1* mRNA expression could be induced in LI ILC2s by IL-2, IL-25 and TGF-β (Supplementary Fig. S4a); however, only TGF-β could induce Gal-1 expression at the protein level (Supplementary Fig. S4b–d). Interestingly, co-presented as sub-cluster marker with *Lgals1* in tissue ILC2s (Supplementary Fig. S2b), *S100a4* and *S100a6* mRNA expression could also be induced by TGF-β (Supplementary Fig. S4e). This implies a role of TGF-β in shaping ILC2 tissue features as well as cluster features.

### Aiolos sustains IL-5 expression in ILC2s by inhibiting PD-1

Aiolos plays a critical role in regulating the function of many types of immune cells, including intestinal ILC3s.^39,40,42,48^ And the induction of Aiolos by IL-33 in ILC2s implies a role of Aiolos in type 2 immunity. We were then prompted to investigate the function of Aiolos in ILC2s. We started the exploration by looking for genes correlated with *Ikzf3* (encoding Aiolos) in mRNA expression at the single-cell level. Twelve genes (including *Rora*, *Gata3*, *Pdcd1*, *Areg*, and *Il5*) positively correlated with *Ikzf3* and three genes (*Hspa1a*, *Jun*, and *Fos*) negatively correlated with *Ikzf3* in expression in LI ILC2s were found (Supplementary Table S1).

To study the function of Aiolos on ILC2s in a cell-intrinsic system, we ablated Aiolos expression in IL-33-expanded LI ILC2s using retrovirus (Supplementary Fig. S5a, b). We found that *Ikzf3* knockdown led to reduced mRNA expression of *Rora*, *Gata3*, *Areg*, and *Il5*, whereas the mRNA expression of *Pdcd1* was enhanced (Fig. 4a). Moreover, expression of *Hspa1a* that negatively correlated with *Ikzf3* in expression was increased upon disturbance of Aiolos (Fig. 4a). At the protein level, GATA3 expression was not altered in *Ikzf3*-knockdown ILC2s (Supplementary Fig. S5c), whereas the decrease of IL-5 accompanied with enhanced PD-1 expression was significant (Fig. 4b, c). In vivo, ILC2s with curtailed Aiolos expression manifested reduced expression of IL-5, AREG and increased PD-1, when transferred to *Rag2*^*–/–*^*Il2rg*^*–/–*^ mice (Fig. 4d, e and Supplementary Fig. S5d, e). And the function of ILC2s in recruiting eosinophils to the intestine was significantly impaired with Aiolos-deficiency (Fig. 4f). Using a CRISPR-associated protein 9 (Cas9)-transgenic mouse, we deleted Aiolos using guide RNAs targeting *Ikzf3* in IL-33-treated ILC2s in vitro (Supplementary Fig. S5f–i). Although Aiolos was only partially deleted in ILC2s probably due to proportional expression of Cas9 (Supplementary Fig. S5f, g and data not shown), reduced IL-5 and increased PD-1 were consistently observed (Supplementary Fig. S5h), whereas GATA3 was similar (Supplementary Fig. S5i). Strikingly, knocking down *IKZF3* in IL-33-treated human ILC2s with siRNA led to significant reduction of Aiolos accompanied with decreased IL-5 at both mRNA and protein levels, suggesting a species-conserved regulation of IL-5 expression in ILC2s by Aiolos (Fig. 4g, h).

**Fig. 4:**
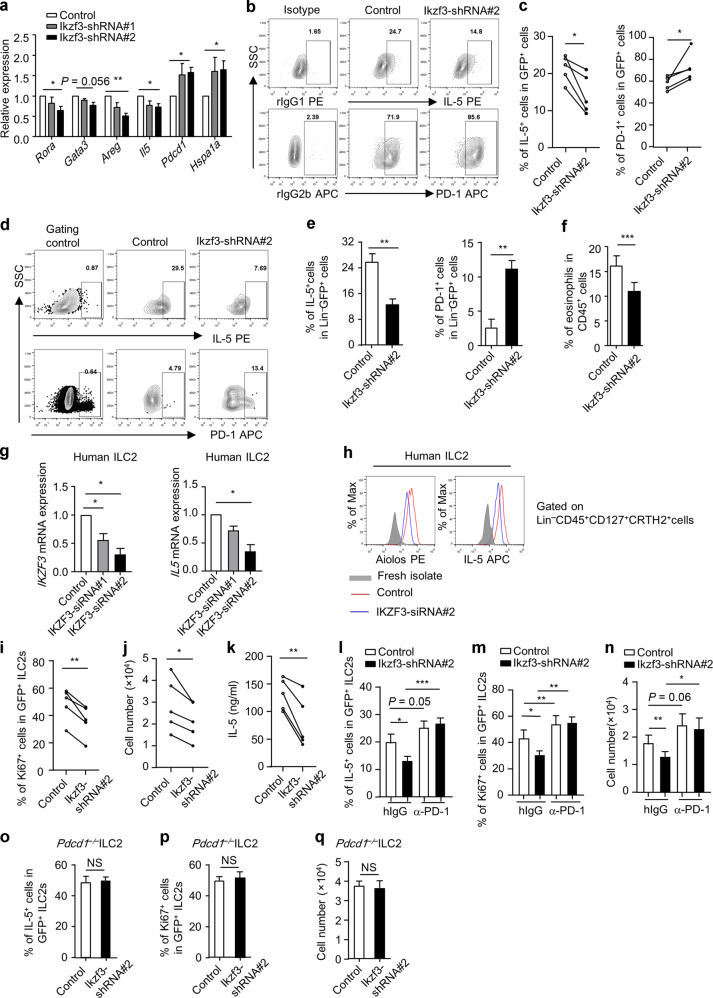
Aiolos supports IL-5 expression by suppressing PD-1. **a**–**c**, **i**–**q** ILC2s were purified from the large intestine of wild-type (**a**–**c**) or *Pdcd1*^*–/–*^ mouse (**o**–**q**) and cultured in vitro in the presence of IL-7 and IL-33 for 5 days. ILC2s were infected with control retrovirus or retrovirus expressing Ikzf3-shRNA#1 or Ikzf3-shRNA#2 (all have GFP as reporter) for two rounds. **a** Expression of indicated genes in purified virus-infected ILC2s (GFP^+^ cells) was analyzed by real-time RT-PCR. **b**, **c**, **i**–**q** GFP^+^ virus-infected cells were purified and cultured starting with equal cell numbers for another 48 h before analysis (in the presence of hamster IgG or α-PD1 antibody for **l**–**n**). Expression of PD-1 (**b** and **c**), IL-5 (**b**, **c**, **l**, **o**), Ki67 (**i**, **m**, **p**) gated on GFP^+^ cells was analyzed by flow cytometry. **b** Isotype control was used to set up gates for IL-5^+^ or PD-1^+^ cells. **j**, **n**, **q** Absolute numbers of ILC2s were shown. **k** Concentration of IL-5 in culture supernatant was analyzed by ELISA. **d**–**f** ILC2s infected with control virus expressing GFP or virus expressing Ikzf3-shRNA#2 were transferred to *Rag2*^*–/–*^*Il2rg*^*–/–*^ mice. **d**, **e** Four weeks after transfer, LI LPLs were isolated and analyzed. Expressions of IL-5 and PD-1 gated on Lin^*–*^GFP^+^ cells from host mice were analyzed by flow cytometry. FACS plots and statistics are shown. **d** Gating control for IL-5 and PD-1 were gated on Lin^+^ cells and Lin^*–*^GFP^*–*^ cells, respectively. **f** Mice were injected with IL-33 for 4 days and were then sacrificed for analysis. Percentages of eosinophils (CD45^+^CD11b^+^Siglec-F^+^) gated on live leukocytes (CD45^+^ cells) are shown. **g**, **h** ILC2s from human PBMC were purified and cultured in the presence with IL-2, IL-7 and IL-33 for 3 days. Cells were treated with control siRNA or siRNA targeting *IKZF3* for 48 h before harvested for analysis. **g** *IKZF3* and *IL5* mRNA expression were analyzed by real-time RT-PCR with *GAPDH* as reference and normalized to the expression of control siRNA group as 1. **h** Brefeldin A was added 2 h before cells were harvested for analysis. Histogram shows expression of Aiolos and IL-5 gated on ILC2s analyzed by flow cytometry. **a**–**q** Data are representative of at least three independent experiments. Error bars are mean + SEM. **c**, **i**, **j**, **k** Connected lines indicate a data pair using cells from same mouse.

PD-1 has been shown to suppress the maintenance and IL-5 production of ILC2s.^49^ Consistently, cell proliferation indicated by Ki67 expression and absolute numbers of ILC2s were reduced upon *Ikzf3* knockdown (Fig. 4i, j), whereas no difference in cell apoptosis was observed (Supplementary Fig. S5j). And a dramatic reduction of IL-5 level in the culture supernatant of *Ikzf3*-knockdown ILC2s was found (Fig. 4k). Strikingly, blockade of PD-1 with a neutralizing antibody reversed the downregulation of IL-5 expression in ILC2s (Fig. 4l), as well as reduced proliferation and numbers of ILC2s (Fig. 4m, n), caused by *Ikzf3* knockdown. In addition, ablation of Aiolos had no effect on IL-5 production (Fig. 4o), cell proliferation, or absolute numbers of *Pdcd1*^*–/–*^ ILC2s (Fig. 4p, q). Together, our data suggest that Aiolos supports the maintenance and IL-5 production by ILC2s through suppressing PD-1.

### Differential OCRs outside of the promoters contribute to ILC2 tissue features

Our above data indicate that tissue ILC2s are endowed with distinct molecular features by the environment. We then determined to search for cis-regulatory elements imprinting tissue identities of ILC2s by examining the chromatin accessibility of tissue ILC2s by ATAC-seq. 

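ATAC-seq uses the Tn5 transposase, which inserts sequencing adapters into open chromatin, so that the number of reads at a region reflects its accessibility. ILC2s were taken from the bone marrow (BM), large intestine (LI), lung, pancreas, and small intestine (SI), with 2 libraries for each of the 5 tissues. Each library was made from 50000 sorted ILC2s of male mice aged 6 weeks. The cells of 16 mice were pooled for BM, lung, and pancreas, and those of 10 mice for LI and SI. Each sort excluded cells with the lineage markers CD3, CD11b, CD11c, B220, or FcεRI. BM ILC2s were sorted by ST2 and CD25 on 1 sorter, and the other ILC2s on another sorter by CD45 and CD127 together with ST2 and CD25 in LI, lung, and pancreas, or with Thy1 and KLRG1 in SI. LI, lung, and pancreas therefore shared a gate and a sorter, whereas SI had another gate and BM another gate and sorter. In contrasts with BM or SI, no library separates these from the tissue. The authors mapped the reads to the mouse genome (mm10) with Bowtie2, kept the uniquely mapped reads, and called peaks with MACS. Peaks present in both replicates of a tissue were merged over tissues with HOMER, and bedtools counted the reads at each merged peak. The paper's text does not name a removal of duplicate reads, a filter on mitochondrial reads, or a shift of the reads for the transposase. The deposited table holds these raw counts, without normalization. The counts summed to 21210346 and 22931454 in the BM libraries, 13290901 and 23133684 in LI, 22993276 and 32797872 in lung, 17741625 and 10282987 in pancreas, and 18960309 and 26080061 in SI. Replicates differed by more than counting noise in each tissue. The chi-square statistic of the pair per degree of freedom is 1 under counting noise alone. With libraries scaled by total counts, it was 12.8 in lung, 13.9 in BM, 21.2 in pancreas, 27.6 in SI, and 56.2 in LI. Regions in repeats entered it as well. A single intergenic region on chromosome 2 (98666576 to 98667147) held 7.75% of the counts of LI replicate 1 and 1.54% of LI replicate 2. These values therefore do not rank the tissues by reproducibility. The Spearman correlation of replicates over all regions lay between 0.927 (SI) and 0.975 (lung). From the raw counts, the accessibility of each tissue was compared with edgeR's quasi-likelihood test after TMM normalization, with the 10 libraries in a common fit. Choices that moved the numbers included the scaling of the libraries, the thresholds on p-values and log2 fold changes, the fitting method, and the removal of trends with GC content.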

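Each region of the merged table was given a class from the RefSeq genes of GRCm38, the assembly of mm10. A region counted as promoter when its centre lay between 1000 bp upstream and 100 bp downstream of a transcription start site (TSS). Other regions were intragenic when inside a gene, including its untranslated regions, and intergenic otherwise. By this rule 9631 regions (19.2%) lay at promoters, 24068 (48.1%) were intragenic, and 16340 (32.7%) were intergenic. The regions were 500 to 2112 bp wide, with a median of 532 bp. Promoter regions carried more reads and were richer in GC. Their median count summed over the 10 libraries was 5685, against 1366 at intragenic and 1127 at intergenic regions, and their median GC content was 62.4%, against 48.7% and 47.5%. These shares depend on the definitions, since 13724 regions (27.4%) were promoters when the window reached 1000 bp on both sides of the TSS, and 27.6% of regions were intergenic with GENCODE M21 genes. The remaining steps used the 49981 regions with at least 1 count, and 58 regions had no count in any library.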

From ILC2s of five tissues altogether, we identified 50,039 peaks, majority of which were distributed in promoters, introns, and intergenic regions (Supplementary Fig. S6a, b). And 19,538 peaks were consistently identified to be shared among five tissue ILC2s (Supplementary Fig. S6a). Principle component analysis manifested heterogeneity of OCRs among tissue ILC2s (Fig. 5a). This heterogeneity is mainly contributed by non-promoter regions indicated by correlation analysis on the accessibility of OCRs (Fig. 5b). 

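Principal component analysis (PCA) was run on the log2-transformed CPM, the counts scaled to a common library size, of the 49981 regions, centred for each region. The components held 33.7%, 27.6%, 15.3%, and 6.11% of the variance. Both BM libraries lay at one end of the first component, with scores of 151 and 134, whereas the LI libraries (−61.1 and −74.3) and the SI libraries (−56.8 and −56.3) lay at the other end. The second component set SI (118 and 92.9) against lung (−68.2 and −93.9) and pancreas (−72.1 and −50.9). The third component parted lung (51.2 and 93.2) from pancreas (−35.2 and −80.5). Distances between libraries were compared with the spread of replicates. The mean Euclidean distance was 199 between libraries of different tissues and 115 between replicates, a ratio of 1.73. Over all ways of arranging the 10 libraries in 5 pairs, no other arrangement reached this ratio (exact permutation test, one-sided p = 0.00106, the smallest that this design allows). The next largest ratio was 1.57. Not each pair of tissues was equally far apart. The mean distance was 151 between LI and pancreas, 161 between lung and pancreas, and 172 between LI and SI, whereas BM lay at 223 from the other tissues on average. The shortest distance between libraries of different tissues, 133 for a lung and a pancreas library, was below the distance of 135 between the SI replicates. Scaling each region to unit variance moved the ratio most, to 1.39, with the same exact p.

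**Figure D1:**
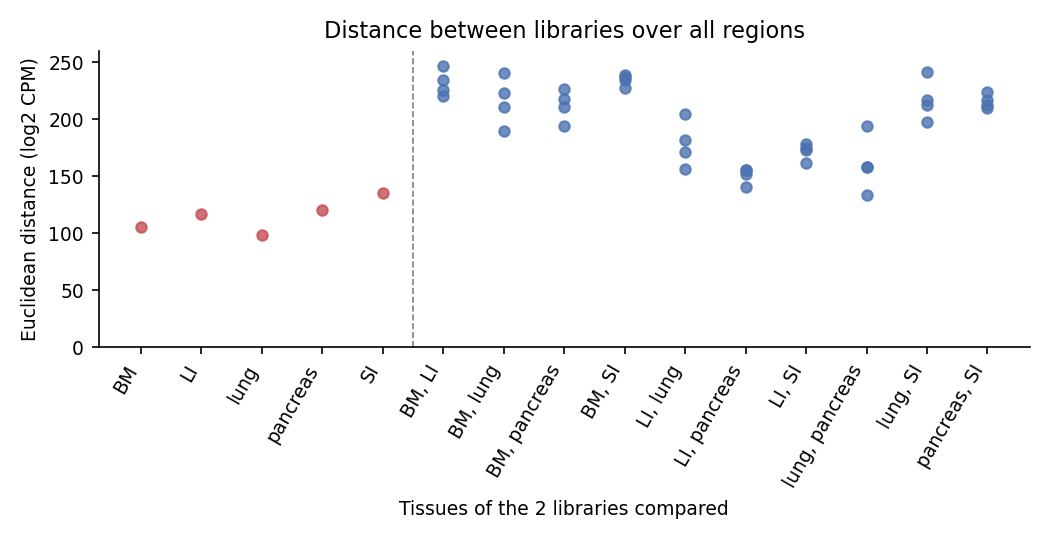
Euclidean distances between the 10 ATAC-seq libraries, computed on log2 CPM over all regions with at least 1 count, with replicates of a tissue left of the dashed line and libraries of different tissues right of it (vertical axis, 1 point per pair of libraries). Replicates lie at 98.1 to 135 and libraries of different tissues at 133 or more.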

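Spearman correlations of the counts between libraries of different tissues, taken over regions, averaged 0.957 at promoters (0.928 to 0.981 over pairs of libraries), 0.814 at intragenic regions (0.721 to 0.915), and 0.756 at intergenic regions (0.648 to 0.880). Between replicates of a tissue the same averages were 0.975, 0.942, and 0.922. The drop from replicates to different tissues was thus smaller at promoters than at the other classes. Promoters carry more reads, and a rank correlation rises with the range and depth of the counts. Among 5864 regions per class matched on mean count, the averages between tissues were 0.919 at promoters, 0.863 at intragenic regions, and 0.845 at intergenic regions, while those between replicates were 0.958, 0.957, and 0.956. For the matched regions, the median SD of log2 CPM between tissue means was 0.28 at promoters, 0.35 at intragenic regions, and 0.38 at intergenic regions. The median SD between replicates was 0.25, 0.26, and 0.27. A tissue mean averages 2 libraries, so the 2 kinds of SD are not on the same scale. No p-value was computed, since regions are not independent replicates.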

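A tissue was compared with each of the other 4 tissues, and a region was taken as a TS OCR when it was higher with an unadjusted p under 0.05 in all 4 contrasts. For the genes that Fig. 5c and Fig. 5d name, the region with the largest minimum log2 fold change was examined among the regions nearest to the gene. Such a region was a TS OCR for 7 of 7 genes in BM, 7 of 7 in LI, 5 of 6 in lung, 4 of 4 in pancreas, and 5 of 5 in SI. The exception was *Btg1* in lung, whose highest region (chromosome 10, 96460608 to 96461208, intergenic) was 0.47 (log2) above LI with an unadjusted p of 0.0517 in edgeR (adjusted p = 0.201). *Btg1* passed the unadjusted threshold with DESeq2 and with library size alone, so this call turns on the setting. The regions with the largest minimum log2 fold change were at other genes. In BM it was a region inside intron 2 of *Ranbp10* (chromosome 8, 105820921 to 105821421), with 17.8 CPM in BM and a smallest log2 fold change of 4.36 (edgeR, adjusted p = 6.3e-05). In LI it was inside an intron of *Nampt*, nearest to *Gdap10* (chromosome 12, 32848116 to 32848616), with 11.5 CPM in LI and a smallest log2 fold change of 2.68. In lung it was an intergenic region near *Olfr9* (2.56), in pancreas an intron of *Wipf3* nearest to *9130019P16Rik* (2.90), and in SI intron 2 of *Dtx1* (2.97). The next regions of SI, at *St6gal1* and *Rpia*, rested on 1 library. Their smallest log2 fold changes of 2.69 and 2.64 were 0.60 and 0.42 without SI replicate 1.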

Through pairwise comparisons looking for statistically differential peaks, we identified ILC2 tissue-specific open chromatin regions (TS OCRs) that were concomitantly higher in ILC2s from one specific tissue than in ILC2s from every other tissue (Fig. 5c). These ILC2 TS OCRs were expected to contain cis-regulatory elements determining the expression of tissue-specific genes. A total of 579–2126 ILC2 TS OCRs were identified from ILC2s of each tissue. 

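The numbers of TS OCRs were 2249 in BM, 1401 in SI, 715 in pancreas, 652 in lung, and 650 in LI. Commonly decreased peaks, which were lower than in each other tissue, numbered 3316 in BM, 1794 in SI, 862 in lung, 286 in pancreas, and 66 in LI. With 2 libraries per tissue these lists hold false calls. In simulated counts for 49981 regions, 69 of 100 regions raised 2-fold in 1 tissue and 100 of 100 raised 4-fold were recovered. There, 18 unchanged regions were called in that tissue and 15 to 22 in each other tissue. The simulation used the same spread in every region and tissue, so it may understate false calls. The 10 libraries were also arranged in 23 other sets of pairs. The 5 groups then gave between 15 and 2070 such regions in all, against 5667 for the tissues. The arrangement with 2070 kept the libraries of 2 tissues together, and that with 1367 kept those of 1 tissue. Arrangements that kept no tissue together gave 497 or fewer. The demand for an adjusted p under 0.05 in each contrast left 989 TS OCRs in BM, 295 in SI, 125 in pancreas, 197 in lung, and 104 in LI, and a single commonly decreased peak in LI, where 66 passed at the unadjusted p. DESeq2 on the 4 libraries of each comparison gave 2117 TS OCRs in BM, 1068 in SI, 780 in pancreas, 809 in lung, and 580 in LI. With library size alone in place of TMM, SI had the most TS OCRs (2619) and BM had 1304.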

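Promoters made up 18.7% to 19.6% of the regions outside each set of TS OCRs. Among the TS OCRs, the promoter share was 3.69% in LI, 4.76% in pancreas, 5.37% in lung, and 7.92% in SI, with odds ratios of 0.159, 0.206, 0.235, and 0.353 (Fisher's exact test, adjusted p = 2.3e-32, 6.2e-30, 7.1e-25, and 7.1e-33, respectively). Intragenic regions held 48.6% of the TS OCRs in LI, 51.2% in pancreas, 58.4% in lung, and 61.9% in SI, and intergenic regions held 47.7%, 44.1%, 36.2%, and 30.2%. In BM, 30.6% of the TS OCRs were promoters, 41.7% intragenic, and 27.7% intergenic, with an odds ratio for promoters of 1.91 (same exact test, adjusted p = 4.2e-39). These tests treat regions as independent, which neighbouring regions are not. The excess in BM changed direction with the processing. Its odds ratio was 0.652 with adjusted p-values in each contrast, 0.371 with library size alone, 0.668 with trends in GC content and width removed, and 0.599 with trends in mean count removed. Of these settings, those other than the adjusted p-values were added after the data had been seen. The odds ratio in BM stayed above 1 with DESeq2 on the 10 libraries (2.27) and with the replicate number as a factor (1.64). It was also above 1 against regions matched on mean count (1.17), although these were too few for a full match in BM. Against regions matched on mean count, the odds ratio in SI was 0.872 (Fisher's exact test, p = 0.215). The smallest log2 fold change of the BM promoters called was low, with a median of 0.50 against 1.25 for the other BM TS OCRs. Among commonly decreased peaks, promoters were 4.86% in BM, 19.7% in LI, 5.80% in lung, 12.6% in pancreas, and 5.85% in SI.

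**Figure D2:**
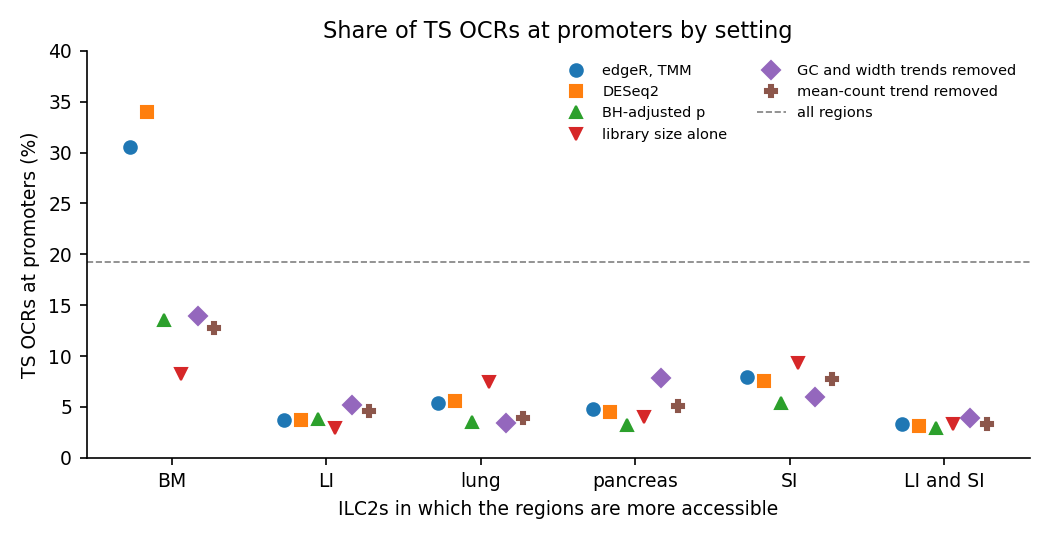
Share of promoter regions (percent) among the ILC2 TS OCRs of each tissue and the intestinal ILC2-specific OCRs, with 1 symbol for each setting and a dashed line at the share among all regions (19.2%). In BM the share lies at 30.6% with TMM and at 8.28% with library size alone, while it stays under the dashed line in the other tissues and in LI and SI together.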

Consistently, ILC2 TS OCRs were more frequently distributed in introns and intergenic regions, except for the BM ILC2 TS OCRs, a large proportion of which was also found at promoters (Supplementary Fig. S6b). 

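Each region was assigned to the gene with the nearest TSS, and 16811 genes with a tested region served as the background. Of the TS genes listed in Supplementary Data 1 for the 1-versus-1 comparison, 54 of 59 had a region in BM, 80 of 84 in LI, 28 of 44 in lung, 39 of 41 in pancreas, and 36 of 39 in SI. TS OCRs were nearest to 27 of these genes in BM, 16 in LI, 7 in lung, 8 in pancreas, and 18 in SI, where 6.05, 2.42, 0.808, 1.33, and 2.44 were expected. The odds ratios were 8.02, 8.25, 11.4, 7.42, and 14.0 (one-sided Fisher's exact test, adjusted p = 6.6e-12, 2.6e-09, 1.3e-05, 4.1e-05, and 6.6e-12). Genes with many regions are hit more often, so 1000 random sets of regions with the same mean counts were drawn. They reached 10.8 genes in BM, 7.31 in LI, 2.34 in lung, 2.47 in pancreas, and 5.07 in SI on average, fewer than the TS OCRs in each tissue (one-sided permutation p between 0.001, the smallest 1000 draws can give, and 0.005). Commonly decreased peaks were nearest to 4 TS genes in BM, 0 in LI, 1 in lung, 0 in pancreas, and 2 in SI, not above expectation, which was 6.56 in BM, 1.16 in lung, and 2.59 in SI (one-sided Fisher's exact test, adjusted p = 1 for each tissue). The overlap in lung rests on few genes, and its odds ratio was 3.90 (Fisher's exact test, p = 0.234) when TS OCRs needed adjusted p-values. The promoter of *Lztfl1* (chromosome 9, 123717388 to 123717966) was higher in BM by at least 0.74 (log2, edgeR adjusted p = 0.0167), and by at least 0.50 without BM replicate 1. A promoter region of *Klrk1* in LI (chromosome 6, 129622375 to 129622954) exceeded the other tissues by at least 0.87 (adjusted p = 0.0363), and by 0.56 without LI replicate 2. In lung, a region in intron 3 of *Smad7* (chromosome 18, 75387356 to 75387920) was higher by at least 0.49 with an unadjusted p of 0.0255 (adjusted p = 0.102). In pancreas, a region in intron 3 of *Alox5* (chromosome 6, 116438691 to 116439191) was higher by at least 2.17 (adjusted p = 0.00660), and 4 of the 10 regions nearest to this gene were TS OCRs. The *Gzma* promoter (chromosome 13, 113100806 to 113101306) had 6.14 CPM in SI and was higher by at least 1.85 (adjusted p = 0.0288).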

We found that ILC2 TS OCR-correlated genes, rather than commonly reduced peaks-related genes, overlapped with ILC2 TS genes including *Lztfl1*, *Klrk1*, *Smad7*, *Alox5*, and *Gzma* as representatives (Fig. 5d and Supplementary Fig. S6c).

**Fig. 5:**
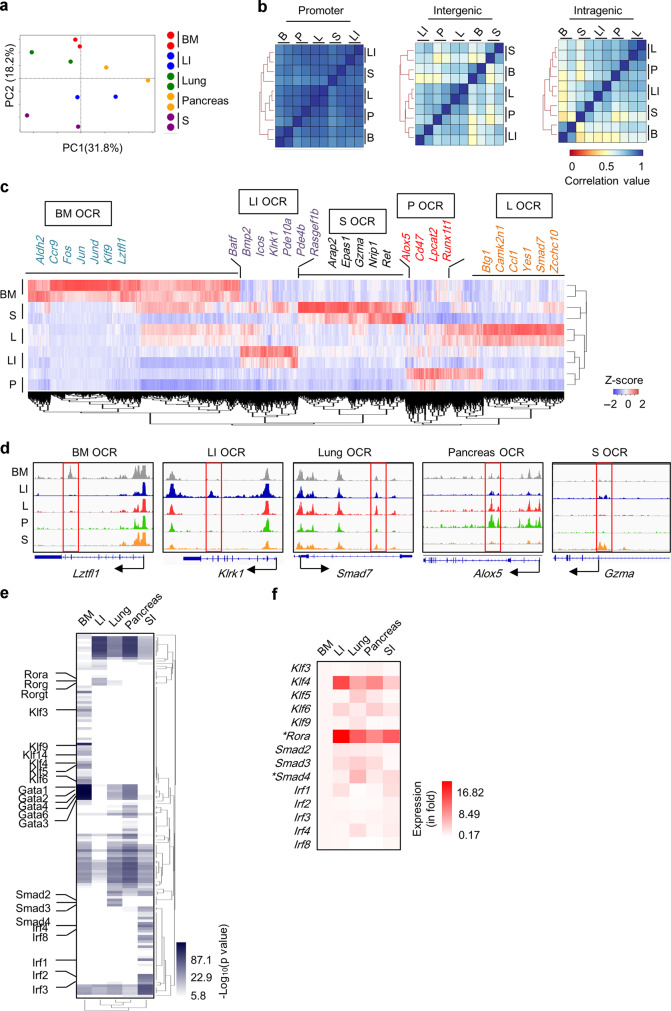
ILC2 tissue-specific open chromatin regions (TS OCRs) correlate with ILC2 tissue signatures. ATAC-seq analysis was performed using ILC2s isolated from different tissues. **a** PCA analysis based on normalized coverage of all combined peaks observed in tissue ILC2s. **b** Correlation analysis was performed on normalized coverage of ILC2 OCRs from indicated regions. Spearman correlation coefficients are shown. **c** Hierarchical clustering and heatmap was generated based on *z*-score of the normalized coverage of ILC2 TS OCRs. Representative ILC2 TS OCRs correlated ILC2 TS genes are shown. **d** Genome browser tracks with red boxes indicating representative ILC2 TS OCRs are shown. **e** Heatmap shows hierarchical clustering based on *p* value ILC2 TS OCRs-enriched motifs. White boxes indicate the motif is not found to be enriched in indicated ILC2 TS OCRs, or the *p* value was higher than the cutoff value (1 × 10^−6^). **f** mRNA expression of indicated genes from isolated tissue ILC2s was analyzed by real-time RT-PCR. Heatmap shows relative average expression of indicated genes normalized to the expression of BM ILC2s as 1. *indicates significant difference in increased expression of tissue-specific genes compared with each of the other tissue ILC2s analyzed from four biological samples.

Next, we performed integrated analysis on ILC2 TS OCRs with gene mRNA expression of tissue ILC2s (Supplementary Fig. S6d and Supplementary Data 2). 

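For this comparison, the log2 fold change of a tissue against the mean of the other 4 was averaged over the regions of a gene, separately for each class of region. It was set against the log2 fold change of mRNA from scRNA-seq in the 1-versus-all lists of Supplementary Data 1. A gene entered when it had a region of the class, which gave 361 genes for promoters in BM, 406 in LI, 183 in lung, 269 in pancreas, and 408 in SI. The copy of Supplementary Data 2 at hand holds 35 genes per tissue and class, so it was used to compare single values and not for any test on sets. The accessibility values computed here and the paper's values in that copy had Pearson correlations between 0.941 and 1.000 across genes. The median absolute difference was at most 0.02 (log2) in any tissue and class. With log2 fold changes from DESeq2 on the 4 libraries of each comparison, added after the data had been seen, it was at most 0.0006.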

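Accessibility and mRNA changed in the same direction for 55.1% of genes at promoters, 71.6% at intragenic, and 72.8% at intergenic regions in BM. The shares in the same order were 50.7%, 63.0%, and 67.1% in LI, 65.0%, 77.5%, and 67.3% in lung, 69.1%, 63.4%, and 66.2% in pancreas, and 52.7%, 60.7%, and 60.8% in SI. Since most genes in a list can change one way, the share expected by chance is not 50%, and it was found by permuting the mRNA values among genes. The observed shares exceeded the permuted ones with a one-sided p of 0.0005, the smallest these permutations can give, in each of the 5 tissues and 3 classes other than SI promoters (p = 0.165, adjusted over the 18 comparisons with Benjamini-Hochberg, 0.165). The tests run across genes, which are not independent replicates. Upregulated and downregulated genes did not contribute equally. At BM promoters, 90.8% of upregulated genes had higher accessibility, but only 37.6% of downregulated genes had lower accessibility. Lung promoters leaned the same way (81.5% and 52.0%). Promoters in LI (31.7% and 87.7%) and pancreas (50.4% and 84.0%) leaned the other way, and those in SI were about even (52.2% and 53.0%). With library size alone, the share at LI promoters fell to 45.8%, and the shares in lung fell to 53.0% at promoters and 61.8% at intragenic regions. The region with the most counts was also used in place of the mean over the regions of a gene. The intragenic shares were then 58.8% in BM, 54.1% in LI, 66.5% in lung, 64.9% in pancreas, and 55.2% in SI.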

We found that the change of more than 50% differentially expressed genes was in line with genome accessibility at all analyzed regions of the gene locus, indicated by upregulated genes having increased genome accessibility compared to other tissue ILC2s (Supplementary Fig. S6d, upper right quadrant of coordinate axis), whereas decreased genes showing reduced genome accessibility (Supplementary Fig. S6d, lower left quadrant of coordinate axis). 

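Pearson correlations across genes between accessibility and mRNA were 0.235 at promoters, 0.349 at intragenic regions, and 0.342 at intergenic regions in BM, with 95% bootstrap intervals of 0.108 to 0.354, 0.270 to 0.437, and 0.252 to 0.429. In lung they were 0.206, 0.485, and 0.391, and the interval at promoters (−0.029 to 0.499) included 0. In pancreas they were 0.388, 0.418, and 0.477, and in SI they were 0.351, 0.418, and 0.415. LI was different, with 0.260 at promoters, 0.238 at intragenic regions, and 0.297 at intergenic regions. LI also depended on 1 library, as its correlations were 0.120, 0.110, and 0.194 without LI replicate 2. The differences from the promoter coefficient were smaller than the uncertainty across genes. The difference was 0.113 for intragenic regions in BM (95% interval −0.035 to 0.277), 0.279 in lung (−0.045 to 0.544), 0.030 in pancreas (−0.110 to 0.172), 0.067 in SI (−0.051 to 0.196), and −0.022 in LI (−0.162 to 0.118). The intervals for intergenic regions included 0 in the same 5 tissues. The classes also cover different genes. Among genes with regions of both classes, the coefficient of intragenic regions minus that of promoters was −0.046 in BM (236 genes), −0.020 in LI (269), −0.0039 in lung (116), −0.057 in pancreas (169), and 0.070 in SI (249), and that of intergenic regions minus promoters was between 0.0065 in BM and 0.110 in lung. Each of these intervals included 0 as well. Genes are not independent replicates, so the intervals describe the spread over genes alone. The value at lung promoters depended on the coefficient and on the filter, with a Spearman correlation of 0.384 and a Pearson correlation of 0.404 over regions with at least 10 counts in every library.

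**Figure D3:**
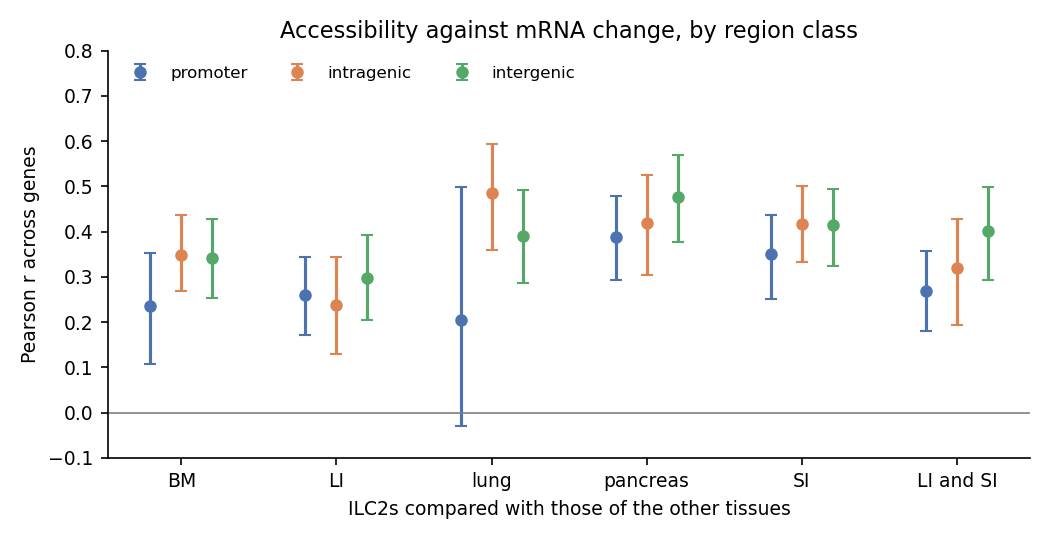
Pearson correlation across genes (vertical axis) between the log2 fold change of accessibility and that of mRNA for promoter, intragenic, and intergenic regions in each tissue, with bars for the 95% bootstrap interval over genes. The interval of each class overlaps that of promoters in the same tissue, and lung promoters have the widest interval (−0.029 to 0.499).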

Importantly, genome accessibility at the intragenic and intergenic regions had better correlation with gene mRNA expression compared with accessibility of promoter regions, as was indicated by the correlation coefficient (Supplementary Fig. S6d). Together, the data suggest that environmental factors could imprint ILC2 tissue signatures by promoting chromatin accessibility especially at non-promoter regions.

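The paper's reasoning runs from regions to genes. Regions higher in 1 tissue lay mostly outside promoters, and the genes nearest to them, rather than those nearest to commonly reduced peaks, overlapped with TS genes. The changes of accessibility and mRNA shared a direction for most genes, with coefficients that the paper reads as higher outside promoters. From these points the paper proposes that factors of the environment could imprint the tissue signatures of ILC2s by making chromatin more accessible, especially outside promoters. The ILC2s were compared between tissues, and no library had an environmental factor added or removed.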

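Matches to consensus sequences of 6 motif families were counted in the mm10 sequence of each region on both strands, in place of the HOMER search of the paper. The consensus was AGATAASR for GATA, GGGYGKGGC for KLF, AWNTAGGTCA for ROR, GTCTGG for SMAD, GAAASYGAAA for IRF, and TNGCGTG for Ahr:Arnt, in which S, R, Y, K, W, and N stand for sets of bases. For each TS OCR, 5 other regions of the table with matched GC content and width were drawn as background. The share of regions with a match was compared by Fisher's exact test, with Benjamini-Hochberg adjustment over the 36 tests of 6 motifs in 6 sets. This background holds open regions of ILC2s, so a motif common to all ILC2 peaks gives no excess. Its median GC content in BM, 52.6%, was close to the 52.5% of the TS OCRs.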

Next, motif enrichment analysis was performed on ILC2 TS OCRs (Fig. 5e and Supplementary Data 3). GATA motifs were found to be shared among all tissue ILC2 TS OCRs, whereas KLF motifs, ROR motifs, SMAD motif, and IRF motifs were enriched in BM, LI, lung, and SI ILC2 OCRs, respectively (Fig. 5e). 

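GATA matches were found in 18.0% of the BM TS OCRs against 7.14% of the background regions, an odds ratio of 2.86 (Fisher's exact test, adjusted p = 5.1e-50). They were also in excess in pancreas (17.5% against 11.4%, odds ratio 1.65, adjusted exact p = 9.9e-05). In lung the shares were 12.4% and 9.42% (odds ratio 1.36, adjusted exact p = 0.0518), and in LI they were 10.9% and 12.3% (odds ratio 0.874, adjusted p = 0.442). In SI, GATA matches were rarer in the TS OCRs (7.07%) than in the background (10.5%), with an odds ratio of 0.648 (adjusted exact p = 3.0e-04). The background decided these directions, because against random windows of the genome, chosen after the values were seen, the GATA odds ratios were 4.91 in BM, 1.78 in LI, 2.21 in lung, 2.71 in pancreas, and 1.33 in SI. KLF matches in BM occurred in 21.0% against 18.3% (odds ratio 1.19, adjusted exact p = 0.00895). ROR matches in LI occurred in 6.00% against 2.12% (odds ratio 2.94, adjusted exact p = 5.7e-06), and those in lung had an odds ratio of 2.33 (adjusted p = 0.00829). SMAD matches in lung reached 48.2% against 30.3% (odds ratio 2.14, adjusted exact p = 7.7e-17). IRF matches in SI occurred in 6.42% against 1.61% (odds ratio 4.19, adjusted exact p = 1.2e-19).

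**Figure D4:**
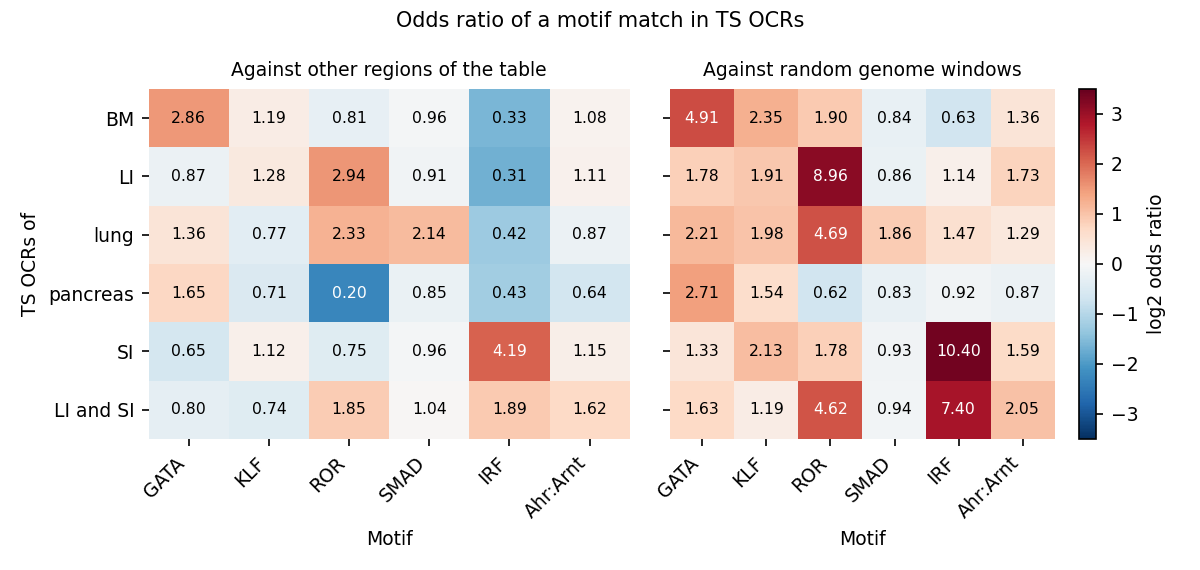
Odds ratios (printed in each square, with log2 odds ratios as colour) of consensus motif matches (columns) in the TS OCRs of each tissue and the intestinal ILC2-specific OCRs (lines). On the left the background is other regions of the table with matched GC content and width, where GATA lies under 1 in LI and SI, and on the right random windows of the genome, where it lies above 1 in each set.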

Among representative motif-related transcription factors, we found that *Rora* and *Smad4* mRNA were expressed at a significantly higher level by the tissue ILC2s in which their motifs were enriched in TS OCRs (Fig. 5f). The mRNA of *Irf1*, *Irf2*, *Irf3* in SI ILC2s and *Smad3* in lung ILC2s showed increased expression on average but failed to reach a significant difference (Fig. 5f). The data imply that the increased chromatin accessibility may be partly but not completely caused by enhanced expression of the transcription factors.

### Ahr sustains Aiolos to prevent exhaustion of ILC2 during in vitro expansion

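Intestinal ILC2-specific OCRs were defined as regions higher in both LI and SI than in BM, lung, and pancreas, with an unadjusted p under 0.05 in the 6 contrasts. There were 1090 of them, nearest to 800 genes. Both intestines are set against the same 6 libraries, which makes joint calls more frequent by chance. In the simulated counts 0 of 49781 unchanged regions were called this way. These counts had the same spread in every region and tissue and no trends between libraries, so they may understate chance calls. Of the 187 common signature genes listed in Supplementary Data 1 for LI and SI, 179 had a region, and 34 were nearest to an intestinal ILC2-specific OCR, where 8.52 were expected (odds ratio 4.86, one-sided Fisher's exact test, adjusted p = 7.1e-12). Random sets of regions reached 17.7 genes on average. Commonly decreased peaks of LI and SI were nearest to 4 of the listed genes, with 3.84 expected. With DESeq2 on the 4 libraries of each comparison, a setting added for this overlap after the data had been seen, it was 27 genes, and with adjusted p-values in each contrast it was 9. An intergenic region at *Il13* (chromosome 11, 53626708 to 53627307) was higher by at least 0.61 (log2, edgeR adjusted p = 0.180), but LI replicate 1 (21.7 CPM) lay under a lung library (22.3 CPM), and the value was 0.27 without LI replicate 2. An intergenic region at *Gata3* (chromosome 2, 9848234 to 9848791) was higher by at least 0.83 (adjusted p = 0.0747), and by 0.47 without LI replicate 2. Intergenic *Runx3* and intragenic *Hic1* regions were higher by at least 1.02 and 1.49 (adjusted p = 0.0173 and 0.00180). The *Epas1* and *Ccr4* regions chosen by the same rule did not pass (edgeR adjusted p = 0.525 and 0.345), although each gene had 1 other region that did. Over the 41 genes that Fig. 5c, Fig. 5d, and Fig. 6a name with a tissue, the region chosen by the rule had an unadjusted p under 0.05 in each contrast for 38. The largest p of each gene was under 0.05 for 38 genes when adjusted over the list alone, and for 16 when adjusted over all regions tested. The former count is not independent evidence, since the study chose these genes on the same samples.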

Genes related to LI and SI ILC2 common TS OCRs had overlap with 28 of LI and SI ILC2 common signature genes, including *Il13*, *Ikzf3*, *Gata3*, and *Ahr* (Fig. 6a). Majority of intestinal ILC2-specific OCRs were distributed at non-promoter regions (Supplementary Fig. S7a). 

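Promoters made up 3.30% of the intestinal ILC2-specific OCRs against 19.6% of the other regions (odds ratio 0.140, Fisher's exact test, adjusted p = 1.4e-56). Intragenic regions held 57.2% and intergenic regions 39.5% of these OCRs. Of the 437 commonly decreased peaks of LI and SI, 5.03% were promoters. The largest minimum log2 fold changes were those of a region nearest to *Stard6* (chromosome 18, 70458225 to 70458725), inside an intron of *4930503L19Rik*, with 4.10 (edgeR, adjusted p = 1.0e-04), of a region in intron 1 of *Map4k3* (3.25), and of a region nearest to *Scrn3* (3.06).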

The gene expression in intestinal ILC2s had stronger positive correlation with accessibility of intragenic and intergenic regions of the genome compared to the promoter regions, as was indicated by the correlation coefficient (Supplementary Fig. S7b). 

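The mean log2 fold change of accessibility of LI and SI over BM, lung, and pancreas was compared across genes with a mean mRNA change. The latter averaged the mRNA log2 fold changes of LI and of SI, for genes listed in both tissues. Each was taken against all other tissues together, so the other intestine was part of the comparison. The paper averaged mRNA changes over BM, lung, and pancreas alone, so the coefficients here do not repeat its measure. The Pearson correlation was 0.269 at promoters (95% bootstrap interval 0.181 to 0.357). It was 0.320 at intragenic regions (233 genes, 0.194 to 0.427) and 0.401 at intergenic regions (185 genes, 0.293 to 0.498). The difference from promoters was 0.050 (−0.098 to 0.192) for intragenic and 0.131 (−0.008 to 0.267) for intergenic regions. Among the 130 genes with both a promoter and an intergenic region, the intergenic coefficient was higher by 0.138 (0.003 to 0.272), while among 148 genes the intragenic coefficient was higher by 0.068 (−0.083 to 0.214). Genes are not independent replicates. Accessibility and mRNA changed in the same direction for 58.3% of genes at promoters, 60.1% at intragenic, and 67.0% at intergenic regions. With the region with the most counts in place of the mean over regions, these shares were 58.3%, 51.1%, and 60.0%.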

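A match to the Ahr:Arnt consensus TNGCGTG lay in 9.63% of the intestinal ILC2-specific OCRs and in 6.18% of the background regions (odds ratio 1.62, Fisher's exact test, adjusted p = 3.1e-04). The TS OCRs of SI and LI taken alone showed no such excess, with odds ratios of 1.15 and 1.11 (adjusted exact p = 0.270 and 0.560). ROR and IRF matches were also more frequent in the intestinal ILC2-specific OCRs, with odds ratios of 1.85 (adjusted exact p = 0.00895) and 1.89 (adjusted p = 0.00236). GATA matches were not (odds ratio 0.804, adjusted exact p = 0.0921). Whether they were rarer depends on the draw of the background, since another draw by the same rule gave an odds ratio of 0.705 (adjusted exact p = 0.00278). Against random windows of the genome, an alternative chosen after the values were seen, the Ahr:Arnt odds ratio was 2.05 in this set. It was also above 1 in BM (1.36) and in lung.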

Interestingly, an Arnt:Ahr-binding motif was significantly over-presented in intestine-specific OCRs (Supplementary Data 3). Ahr has been shown to possess self-regulatory property by association with and increasing the accessibility of the *Ahr* locus.^47^ 

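At the *Ahr* gene on chromosome 12, 21 regions were tested, and 4 were higher in both intestines in the 6 contrasts. The strongest lies 14317 bp from the TSS in intron 2 of 10 exons (35520418 to 35520927). The LI libraries had 133 and 235 counts there and the SI libraries 130 and 294, whereas BM had 10 and 21, lung 27 and 38, and pancreas 19 and 13. In CPM this is 10.9 ± 0.979 in LI and 8.25 ± 2.82 in SI, against 0.728 ± 0.337 in BM, 1.05 ± 0.00678 in lung, and 1.26 ± 0.20 in pancreas (SD, n = 2 libraries each). The log2 fold changes of the intestines over the other tissues were between 2.73 and 3.88 (edgeR, largest adjusted p of the 6 contrasts, 7.6e-04). Each intestinal library was above each of the other 6 (exact permutation test over 210 splits, two-sided p = 0.00952, the smallest this design allows, adjusted p = 0.0333 over the regions of the locus). With 1 library left out in turn, the smallest log2 fold change stayed between 2.32 and 3.01. The mm10 sequence of this region holds no match to the Ahr:Arnt consensus. It holds a GATA match at 35520655 to 35520662 on the minus strand, TGTTATCT, with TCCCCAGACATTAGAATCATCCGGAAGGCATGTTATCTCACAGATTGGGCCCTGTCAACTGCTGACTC as the sequence around it. A SMAD match lies at 35520628 to 35520633 on the minus strand of the same region. The other *Ahr* regions that passed lie in intron 4, 24088 bp from the TSS (smallest log2 fold change 2.06), and upstream of the gene at −18341 bp (1.31) and −35264 bp (1.66).

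**Figure D5:**
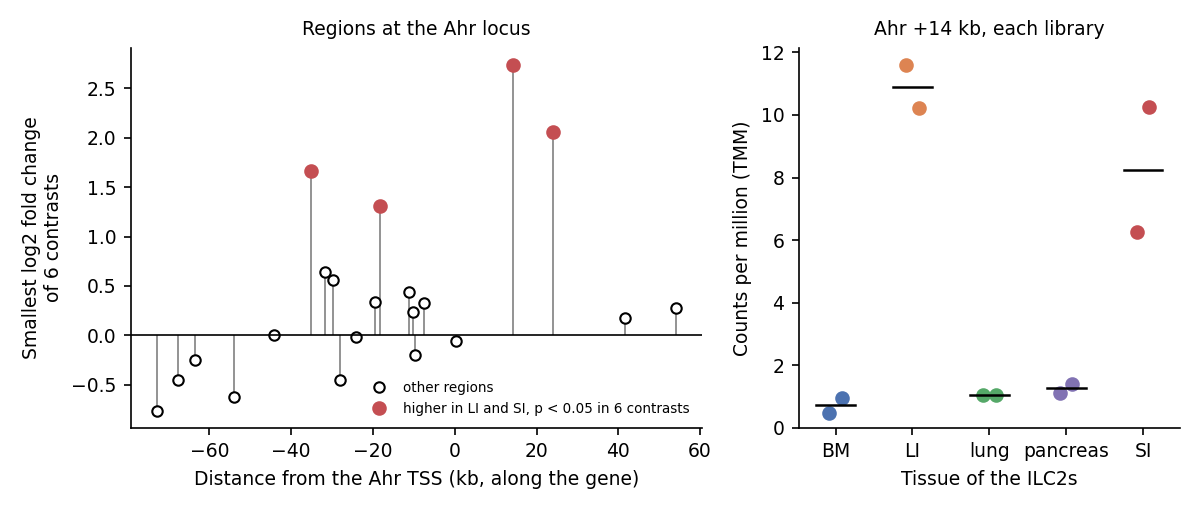
Left, smallest log2 fold change of LI and SI over BM, lung, and pancreas (vertical axis) of each region at the *Ahr* locus by its distance from the TSS (kb), with filled points for intestinal ILC2-specific OCRs. Right, CPM of each library at the region 14317 bp from the TSS, with 1 point per library and a line at the mean of each tissue. The LI and SI libraries lie at 6.26 CPM or higher and the others at 1.40 CPM or lower.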

Combining the previously published ATAC-seq data using Ahr-deficient ILC2s with our analysis, we found that one of the reported Ahr-dependent cis-regulatory elements (*Ahr*-+14 kb) at the *Ahr* locus was an intestine-specific OCRs (Supplementary Fig. S7c).^37,47^

**Fig. 6:**
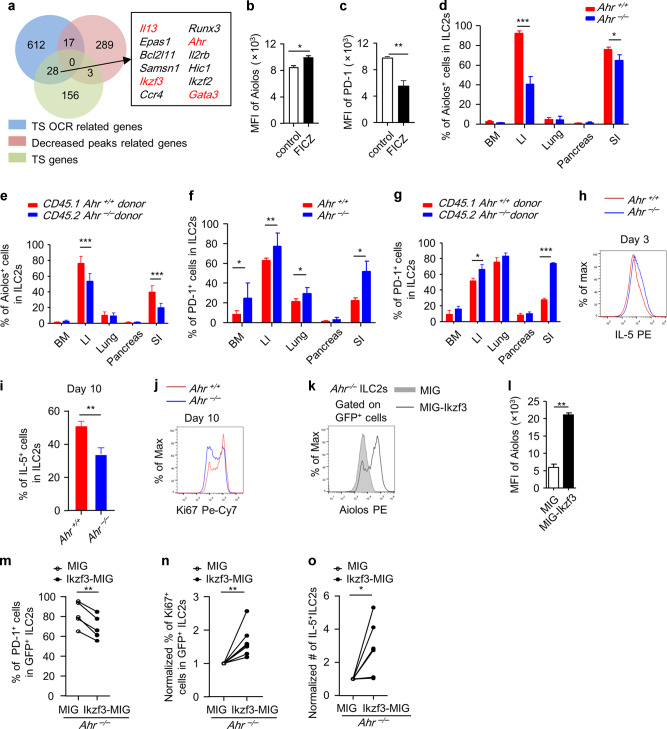
Ahr promotes Aiolos expression in ILC2s cell intrinsically. **a** LI and SI ILC2 commonly specific OCRs and differentially decreased peaks correlated genes were overlapped with LI and SI ILC2 common signature genes. **b**, **c** Purified LI ILC2s were treated with DMSO or FICZ (1 nM) for 24 h and analyzed with flow cytometry. Mean fluorescence intensity (MFI) of Aiolos (**b**) and PD-1 (**c**) gated on live cells were shown. **d**, **f** Expression of Aiolos and PD-1 in tissue ILC2s (Lin^–^GATA3^+^) from indicated organs of littermate wild-type or *Ahr*^*–/–*^ mice was analyzed by flow cytometry. **e**, **g** Mixed bone marrow cells at 1:1 ratio from CD45.2-Ahr-deficient and CD45.1-wild-type mice were transferred to half-lethally irradiated *Rag2*^*–/–*^*Il2rg*^*–/–*^ mice. Six weeks later, expression of Aiolos (**e**) and PD-1 (**g**) in ILC2s from indicated tissues was analyzed by flow cytometry. Percentages of Aiolos^+^ cells or PD-1^+^ cells gated on ILC2s from indicated origins (CD45.1^+^Lin^–^GATA3^+^ or CD45.2^+^Lin^–^GATA3^+^) are shown. Error bars are mean + SEM. Data were pooled from three to five mice of two independent experiments. **h**–**j** ILC2s were purified from the large intestine of wild-type (WT, dashed line) or *Ahr*^*–/–*^ mouse and cultured in vitro in the presence of IL-7 and IL-33. Expression of IL-5 was analyzed by flow cytometry on day 3 (**h**) or day 10 (**i**) with brefeldin A added in the last 2 h. **j** Expression of Ki67 was analyzed by flow cytometry on day 10 after culture. **k**–**o** ILC2s were expanded for 5 days and infected with retrovirus expressing MIG or Ikzf3-MIG twice in the next 2 days. GFP^+^ virus-infected cells were purified and re-plated starting with equal cell numbers for another 48 h before cells were analyzed. **k**–**n** Expression of Aiolos (**k**), PD-1 (**m**), and Ki67 (**n**) gated on GFP^+^ cells was analyzed by flow cytometry. **l** MFI of Aiolos. **o** Absolute numbers of IL-5^+^ILC2s were total numbers of ILC2 time the percentages of IL-5^+^ cells. **m**–**o** Connected lines indicate cells from same mouse and same batch of experiment. **b**–**o** Data are from two to four independent experiments. **d**–**g**, **l** Error bars are mean + SEM. LI large intestine, SI small intestine.

Aiolos expression in Th17 cells has been shown to be regulated by Ahr.^48^ We then tested if Ahr also regulated Aiolos expression in ILC2s. Interestingly, activation of Ahr using 6-Formylindolo[3,2-b]carbazole (FICZ), a tryptophan-derived ligand of Ahr, led to increased Aiolos expression accompanied with reduced PD-1 expression in ST2^+^ILC2s in vitro (Fig. 6b, c). In vivo, intestinal ILC2s but not ILC2s from other organs of *Ahr*^*–/–*^ mice had significantly reduced Aiolos expression compared with littermate controls (Fig. 6d). Using a BM chimeric mouse generated with mixed BM cells from Ahr-deficient or sufficient donors, we consistently found that Aiolos expression in intestinal ILC2s was significantly lower in the absence of Ahr (Fig. 6e). And PD-1 expression was increased in intestinal ILC2s from *Ahr*^*–/–*^ mice compared to controls (Fig. 6f), and in intestinal ILC2s derived from *Ahr*^*–/–*^ donors compared with wild-type donors in BM chimeric recipients (Fig. 6g). Together, the data suggest that Ahr supports Aiolos and represses PD-1 expression in intestinal ILC2s through a cell-intrinsic manner.

Ahr has been shown to suppress the maintenance of ILC2s possibly through a cell-extrinsic mechanism and to inhibit production of type 2 cytokines by cell-intrinsically inhibiting ST2 expression.^47^ Indeed, *Ahr*^*–/–*^ ILC2s expressed higher IL-5 during short-term culture (3 days) in vitro (Fig. 6h). However, *Ahr*^*–/–*^ ILC2s showed an accelerated “exhausted-like” phenotype when cultured for a longer time (10 days), manifested by reduced IL-5 expression (Fig. 6i) and decreased cell proliferation (Fig. 6j), compared with wild-type ILC2s. Importantly, overexpression of Aiolos in Ahr-deficient ILC2s suppressed PD-1 expression and reversed their “exhausted-like” phenotype by restoring cell proliferation and absolute numbers of IL-5^+^ILC2s in *Ahr*^*–/–*^ ILC2s (Fig. 6k–o). Together, the above data suggest that Ahr is critical for the long-term maintenance and IL-5 production of ST2^+^ILC2s in vitro through sustaining Aiolos, which suppresses PD-1.

### Ahr promotes *Ikzf3* transcription in ILC2s at the epigenetic level

*Ikzf3* mRNA expression was significantly reduced in Ahr-deficient ILC2s, suggesting that Ahr may regulate *Ikzf3* at the transcription level (Fig. 7a). One intestinal ILC2-specific OCR was identified at the intron of the *Ikzf3* locus (*Ikzf3*-+13 kb) (Fig. 7b). 

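The intronic region lies 12920 bp from the TSS of *Ikzf3*, on chromosome 11 from 98532861 to 98533361, in intron 1 of 8 exons of this minus-strand gene. It was 1 of 18 regions tested at the locus, and no other one was higher in both intestines in the 6 contrasts. Counts were 40 and 202 in LI, 115 and 209 in SI, 44 and 34 in BM, 43 and 41 in lung, and 34 and 32 in pancreas. Accessibility was 6.13 ± 3.74 CPM in LI, 6.41 ± 1.23 in SI, 1.86 ± 0.416 in BM, 1.41 ± 0.392 in lung, and 2.73 ± 1.02 in pancreas (SD, n = 2 libraries each). The log2 fold change of LI was 1.75 over BM, 2.16 over lung, and 1.23 over pancreas, and that of SI was 1.79, 2.20, and 1.27. The contrast of LI and pancreas had the largest p (edgeR, 0.0150), which was 0.174 after Benjamini-Hochberg adjustment over all regions. The LI replicates were far apart. LI replicate 1 (3.49 CPM) was close to pancreas replicate 2 (3.45 CPM), and without LI replicate 2 the smallest log2 fold change was 0.38. Each of the 4 intestinal libraries was above each of the 6 others (exact permutation test over 210 splits, two-sided p = 0.00952, the smallest possible, adjusted p = 0.0857 over the regions of the locus). This order depended on TMM, since by total counts alone LI replicate 1 lay below pancreas replicate 2. As at *Ahr*, the permutation test exchanges libraries and not tissues, so its p does not measure the spread between tissues. SI and LI did not differ at the region (log2 fold change 0.04, edgeR adjusted p = 0.928 over the 18 regions compared). The region holds no match to the Ahr:Arnt consensus. It holds a SMAD match at 98533267 to 98533272, within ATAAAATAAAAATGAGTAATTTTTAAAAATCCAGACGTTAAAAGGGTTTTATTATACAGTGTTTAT. The adjacent region at +19 kb was not an intestinal ILC2-specific OCR (smallest log2 fold change −0.44).

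**Figure D6:**
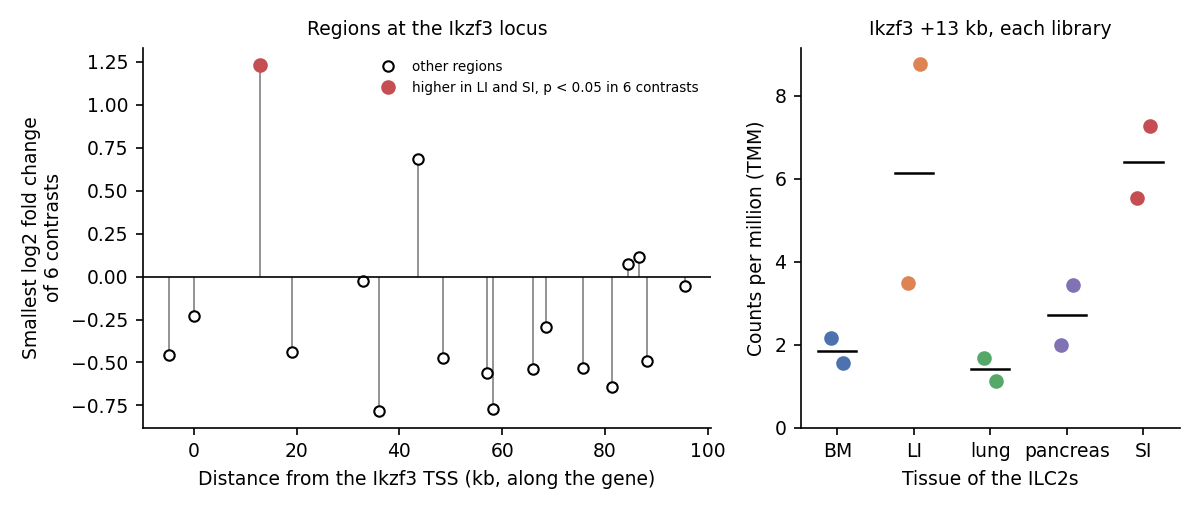
Left, smallest log2 fold change of LI and SI over BM, lung, and pancreas (vertical axis) of each region at the *Ikzf3* locus by its distance from the TSS (kb), with filled points for intestinal ILC2-specific OCRs. Right, CPM of each library at the region 12920 bp from the TSS, with 1 point per library and a line at the mean of each tissue. LI replicate 1 (3.49 CPM) lies beside the higher pancreas library (3.45 CPM), and LI replicate 2 is the highest library (8.78 CPM).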

Through analysis on the published data, we found that the accessibility of *Ikzf3*-+13 kb, together with an adjacent OCR (*Ikzf3*-+19 kb), was significantly reduced in Ahr-deficient intestinal ILC2s (Fig. 7b).^47^ This suggests that the accessibility of *Ikzf3*-+13 kb and *Ikzf3*-+19 kb is Ahr-dependent. Integrated analysis with previous data indicates that *Ikzf3*-+19 kb is a potential cis-regulatory element with H3K4me2 modification (Fig. 7b).^37^ Interestingly, both *Ikzf3*-+13 kb and +19 kb appeared to be ILC2-specific peaks compared with ILC1s and ILC3s (Fig. 7b).^37^ Consistently, decreased Aiolos expression was not observed in non-ILC2-ILCs in *Ahr*^*–/–*^ donors compared with wild-type donors in BM chimeric recipients, indicating that Ahr regulates *Ikzf3* expression cell-type specifically (Fig. 7c). A further screening on association with OCRs at the *Ikzf3* locus using ChIP Q-PCR identified that Ahr bound to +88 kb, +76 kb, +36 kb, and +13 kb loci of *Ikzf3* gene (Fig. 7d) but no other observed OCRs (Fig. 7e). Strikingly, level of H3K27ac marking active transcription was significantly decreased at +88 kb, +87 kb, +33 kb, +13 kb, and +133 bp of the *Ikzf3* locus in the absence of Ahr (Fig. 7f), consisting the *Ikzf3* promoter (+133 bp) and an Ahr-binding site (+13 kb), but no other positions (Fig. 7g). Together, the data suggest that Ahr associates with the *Ikzf3* locus and promotes the transcription of *Ikzf3* by enhancing the genome accessibility and favoring H3K27ac modification. As summarized in the working model, our findings elaborate the molecular mechanisms involved in shaping ILC2 characters by tissue microenvironment and highlight Aiolos as a potential target for treating type 2 inflammatory diseases (Supplementary Fig. S8).

**Fig. 7:**
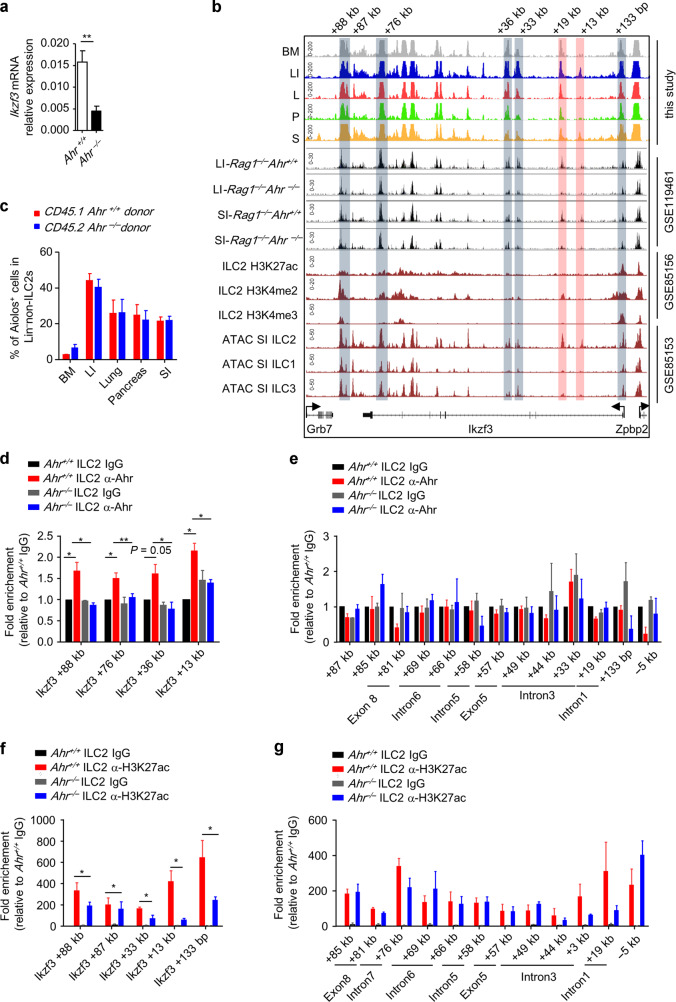
Ahr promotes the transcription of *Ikzf3* epigenetically. **a** mRNA expression of *Ikzf3* in IL-33-treated ILC2s for 7 days was analyzed by real-time RT-PCR. **b** Genome browser tracks of tissue ILC2 ATAC-seq peaks with published ATAC-seq peaks and ChIP-seq peaks at the *Ikzf3* locus. From top to bottom: ATAC-seq data on tissue ILC2s; published ATAC-seq data performed using Ahr-deficient and control ILC2s of *Rag1*^*–/–*^ mouse; published ChIP-seq data on small intestinal ILC2s; published ATAC-seq data on small intestinal ILC2s, ILC1s and ILC3s. Boxes highlight OCRs. Red boxes highlight Ahr-dependent OCRs. **c** Mixed bone marrow cells at 1:1 ratio from CD45.2-Ahr-deficient and CD45.1-wild-type mice were transferred to half-lethally irradiated *Rag2*^*–/–*^*Il2rg*^*–/–*^ mice. Six weeks later, expression of Aiolos was analyzed by flow cytometry. Percentages of Aiolos^+^ cells gated on Lin^–^non-ILC2s (CD45^+^Lin^–^GATA3^low and negative^) ILC2s from indicated origins are shown. **d**–**g** ChIP Q-PCR was performed on Ahr-deficient or wild-type (WT) ILC2s using IgG control, or α-Ahr, or α-H3K27ac antibodies. Relative enrichment of Ahr (**d** and **e**) or H3K27ac (**f** and **g**) at indicated locus marked in (**b**) normalized to IgG control group of WT-ILC2s is shown.

## Discussion

In this study, we have interrogated the heterogeneity of tissue ILC2s shaped by tissue microenvironment at the transcriptome and epigenome level. We identified Aiolos as an intestinal ILC2-specific feature and Gal-1 as a lung/pancreas ILC2-specific feature under the steady state. Cross-tissue adoptive transfer demonstrated that the tissue signature of ILC2s was strongly shaped by microenvironment. Importantly, Aiolos could also be triggered by pro-inflammatory cytokines including IL-33 in non-intestinal ILC2s, reflecting a plasticity of ILC2 tissue-specific feature in pathologic conditions. Our study highlights the importance for verification of tissue-specific features both under the steady state and during diseases for targeting ILC2s in site-specific and disease-specific manner.

Although ILC2 tissue features may be driven by one or two dominant factors, such as IL-33, IL-1β, TL1A, and TGF-β identified in our research, a collection of both supportive and suppressive signals may cooperatively regulate ILC2 tissue signatures. Whole genome-wide screening on tissue transcriptional profiles, facilitated by ligand and receptor database in addition to antibody blockade and mouse genetic tools, will be helpful for an elucidation of factors endowing ILC2 tissue features.

We have identified Gal-1 as a lung and pancreas ILC2 signature. Gal-1 is an endogenous lectin that could be secreted to the extracellular matrix and bind to glycans bearing N-acetyllactosamine, which can be found in a variety of cell surface receptors including CD45, CD43, and CD7.^50^ Gal-1 plays complex roles and acts as a double edge sword in inflammatory responses. On the one hand, Gal-1 suppresses autoimmunity by expanding regulatory T cells, inducing tolerogenic DCs and increasing the apoptosis of Th1 and Th17 cells.^51–53^ On the other hand, a recent finding has shown that Gal-1 acts as a damage-associated molecular pattern and increases inflammation and lethality of sepsis.^54^ Except for functioning as a secretory protein, Gal-1 located intracellularly has been associated a transformed phenotype of malignant breast cells and anti-tumor capacity of T cells, suggesting a cell-intrinsic regulation by Gal-1.^55,56^ Therefore, secretory Gal-1 by ILC2 may bridge the crosstalk of ILC2 and other immune or non-immune cells in tissues. And intracellular Gal-1 may regulate maintenance and function of ILC2s through cell-intrinsic mechanisms. Considering that pancreatic ILC2s could promote anti-tumor response of CD8 T cells upon α-PD-1 treatment, it will be interesting to investigate the role of Gal-1 on pancreatic ILC2s during pancreatic cancer.^13^

We demonstrated that *Hspa1a* was negatively correlated with *Ikzf3* expression and knocking down *Ikzf3* caused upregulation of *Hspa1a*, encoding the heat shock protein Hsp70. Hsp70 exhibits essential roles in protein homeostasis by prevention of protein misfolding, facilitating stress granule disassembling and restoring protein translation, and mediating protein degradation after ubiquitination.^57–59^ Typically, Hsp70 is triggered by elevated temperature, oxidative stress, or protein aggregation.^59^ It remains to be examined whether *Ikzf3* knockdown-induced *Hspa1a* expression is due to a stressed state of the cells. Moreover, function of extracellular/secretory Hsp70 has been shown to affect CD8 cytotoxic response and tissue remodeling.^60,61^ Whether ablating *Ikzf3* could enhance extracellular Hsp70 derived from ILC2s and then affects other types of cells in tissue environments remain to be further explored.

We have shown that majority of ILC2 TS OCRs are distributed at non-promoter areas. This suggests that potential cis-regulatory elements at non-promoter regions play important roles in regulating the expression of ILC2 tissue-specific genes. In addition, our finding that ILC2 tissue features are strongly shaped by environmental cues indicates a plasticity of ILC2 functions. However, the discovery of bona fide ILC2 tissue feature, which could hardly be driven by tissue environment, remains to be explored. Integrated multi-omics analyses involving genome-wide DNA methylation sequencing may facilitate the discovery of fate-stable ILC2 tissue signatures.

As a ligand-dependent transcription factor broadly expressed by the immune and non-immune cells, Ahr has been shown to play a critical role in intestinal immunity.^62–64^ Ahr has been found to suppress the accumulation (possibly through cell-extrinsic mechanism) and function of ILC2s previously.^47^ In consistency with the conclusion of the reported research, *Ahr*^*–/–*^ ILC2s initially expressed higher IL-5 when cultured for a short time (3 days) in vitro. However, we observed that *Ahr*^*–/–*^ ILC2s had significantly defective expansion and reduced IL-5 production when cultured for a longer time (10 days). The condition of those cells was described as “exhausted-like” phenotype since it manifested hypo-function and contraction after continuous activation, which was in contrast to their homeostatic status under the steady state. Interestingly, similar phenomenon has been reported in *Cbfβ*^*–/–*^ mice, in which *Cbfβ*^*–/–*^ILC2s produce higher IL-5 under steady state whereas show “exhausted hyporesponsiveness” with decreased secretion of type 2 cytokines when cultured in vitro or during chronic inflammation in vivo.^65^ Consistent with the role of Aiolos in suppressing PD-1, “exhausted-like” *Ahr*^*–/–*^ ILC2s have reduced Aiolos expression accompanied by increased PD-1 expression. And we further showed that the exhaustion of Ahr-deficient ILC2s could be rescued by overexpression of Aiolos. Therefore, Ahr prevents ILC2s entering an “exhausted-like” state by supporting Aiolos expression. Our work provides a mechanism for regulating ILC2 exhaustion and could be enlightening for optimizing ILC2 in vitro expansion used for ILC2-based cell therapies.

From published data, we have identified two OCRs (*Ikzf3*-+13 kb and *Ikzf3*-+19 kb) at intron 1 of the *Ikzf3* locus, the accessibility of which is dependent on Ahr in ILC2s.^47^ These two sites could possibly act as Ahr-dependent enhancers driving *Ikzf3* expression in ILC2s. Moreover, *Ikzf3*-+13 kb and *Ikzf3*-+19 kb are specifically accessible in ILC2s but not in ILC1s or ILC3s,^37^ in align with the observation that Aiolos was not decreased in non-ILC2-ILCs of Ahr-deficient mice, suggesting that epigenetic regulation of *Ikzf3* by Ahr is cell-type specific. In summary, our findings suggest that integrated analysis of tissue-resident cells at transcriptome and epigenome level reveals distinct regulatory manners involving specific sets of machineries imprinted by tissue microenvironment. Interrogation of molecular features of multi-tissue ILC2s will provide tissue-specific targets for treating type 2 inflammatory diseases occurring in different organs.

## Methods

### Mice

Cas9-transgenic mice were generated through oocyte injection of genetically modified androgenetic haploid embryonic stem cells (AG-haESCs) according to the previous publications. To establish the AG-haESC line carrying constitutively expressed Cas9, first we constructed a transposon mediated Cas9 transgene vector PB-Cas9-mRFP via subcloning Cas9 cassette into a PB-mRFP backbone. Then, PB-Cas9-mRFP supplemented with PBase were transfected into AG-haESCs using Lipofectamine 3000 (Life technology) according to the manufacturer’s instruction manual. After cell culture for 1 week, mRFP positive haploid cells were enriched with flow cytometry (FACS AriaII, BD Biosciences), following with single-cell expansion. The established cell lines were selected based on their mutation efficiency and then prepared for mouse construction.

Wild-type mice were purchased from Shanghai SLAC Laboratory Animal (Shanghai, China). CD45.1 mice were purchased from the Jackson laboratory (Bar Harbor, ME). *Rag2*^*–/–*^*Il2rg*^*–/–*^ mice were purchased from Taconics Biosciences (Rensselaer, NY). *Il5*^*tm1.1(icre)Lky/J*^ (Red5) mice were purchased from the Jackson laboratory, and *Ahr*^*–/–*^ mice were generated previously.^45,66^ *Pdcd1*^*–/–*^ mice were ordered from Shanghai Model Organisms Center, Inc. The mice used in this study were C57BL/6 background and maintained in specific pathogen-free conditions. For single-cell RNA sequencing and ATAC-sequencing, 6-week-old male mice were used. In other experiments, both male and female 6–10-week-old mice were used. All animal experiments were performed in compliance with the “Guide for the Care and Use of Laboratory Animals” and approved by the institutional biomedical research ethics committee of the Shanghai Institutes for Nutrition and Health, Chinese Academy of Sciences.

### Isolation of mononuclear cells from tissues

#### Bone marrow cells were processed by flushing femur and tibia using a syringe

For isolation of mononuclear cells from lung or pancreas, tissues were dissected and blood clots, fat tissues, and bronchus were discarded. Lung or pancreas tissues were cut into pieces and digested with 5 ml RPMI 1640 medium (Thermo Fisher Scientific) containing DNase I (75 ug/ml for digestion of lung, pancreas was digested without DNase I, Sigma-Aldrich) and collagenase VIII (200 U/ml, Sigma-Aldrich) at 37 °C for 1 h (for digestion of lung) or 30 min (for digestion of pancreas). The digested tissues were homogenized by vigorous shaking and passed through a 70 μm cell strainer. Mononuclear cells were then harvested from the interphase of a 40 and 80% Percoll (GE Healthcare) gradient after a spin at 2500 rpm for 20 min at room temperature.

For isolation of large and SI lamina propria lymphocytes, tissues were dissected. Fat tissues and peyer’s patches in the SI were removed. The intestines were then cut into pieces, washed, and shaken in PBS containing 1 mM dithiothreitol for 10 min at room temperature. Intestines were incubated with shaking at 220 rpm in PBS containing 30 mM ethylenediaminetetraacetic acid (EDTA) at 37 °C for 10 min for two cycles. The tissues were then digested in 5 ml RPMI 1640 medium containing DNase I (150 ug/ml) and collagenase VIII (150 U/ml) at 37 °C in an incubator with 5% CO_2_ for 1.5 h. Mononuclear cells were then harvested from the interphase of a 40 and 80% Percoll gradient after a spin at 2500 rpm for 20 min at room temperature.

### Isolation of mononuclear cells from human samples

The study was approved by the Independent Ethics Committee of Shanghai Tongren Hospital (approval number 2019-052-01 and 2020-043-01) for obtaining human BM cells and human colon tissues. Human BM cells were obtained from the remaining materials of healthy donors subjected to medical tests aged from 30 to 65 years old. Human peripheral blood was obtained from the remaining materials of healthy donors subjected to medical tests aged from 20 to 30 years old. BM cells or peripheral blood was mixed with an equal volume of PBS and then mononuclear cells were then harvested from the interphase of Ficoll (GE Healthcare) gradient for BM cells and or the interphase of Lymphoprep™(Axis-Shield) gradient for peripheral blood after a spin at 2000 rpm for 20 min at room temperature.

Human colon samples were obtained from the intraoperative normal tissues (≥10 cm away from the tumor) collected from colorectal cancer patients with informed consent at the Department of General Surgery of Tongren Hospital. Fresh tissues were washed with pre-cold medium and the fat tissues and muscle were removed. The intestinal mucosa about 2 cm × 2 cm was cut into pieces and shaken in PBS containing 1 mM dithiothreitol for 10 min at room temperature. Then, tissue pieces were further incubated in a shaker at 220 rpm in PBS containing 30 mM EDTA at 37 °C for 10 min for two times. The tissues were then digested in 10 ml RPMI 1640 medium containing DNase I (Sigma-Aldrich, 300 ug/ml) and collagenase VIII (Sigma-Aldrich, 400 U/ml) at 37 °C in the cell culture incubator with 5% CO_2_ for 6 h. Mononuclear cells were then harvested from the interphase of a 40 and 80% Percoll gradient after a spin at 2500 rpm for 20 min at room temperature.

Human lung samples were obtained from the surgery collected from patients with lung cancer from Shanghai Chest Hospital with informed consent. Fresh lung tissues from distal regions of the tumor (>5 cm) were cut into pieces and digested with DNase I (Sigma-Aldrich, 350 ug/ml) and collagenase VIII (Sigma-Aldrich, 112.5 U/ml) at 37 °C for 45 min. Cells harvested from the digestion were directly used for analysis.

### Flow cytometry and cell sorting

Dead cells were stained with live and dead violet viability kit (Invitrogen) and were gated out in cell sorting and cell analysis. Anti-mouse CD16/32 antibody was used to block the non-specific binding to Fc receptors before all surface stainings. Antibodies used for regular flow cytometry are listed in Supplementary Data 4. For detection of nuclear factor, cells were fixed and permeabilized using a Mouse Regulatory T Cell Staining Kit (Thermo Fisher Scientific). For detection of protein expression in cytoplasm, BD Cytofix/Cytoperm™ kit was used. For detection of 4-1BB, AREG, GM-CSF, and IL-5, cells were stimulated by PMA (50 ng/ml, Sigma-Aldrich) and ionomycin (500 ng/ml, Sigma-Aldrich) for 4 h, and brefeldin A (2 ug/ml, Sigma-Aldrich) was added for the last 2 h before cells were harvested for analysis. Unless used for sorting, cells were collected by using Gallios flow cytometer (Beckman Coulter) and analyzed with FlowJo software (TreeStar). For cells sorted for scRNA-seq analysis, ILC2s from BM, LI, lung, and pancreas were sorted as Lin^–^ST2^+^CD25^+^ cells. And ILC2s from SI were sorted as Lin^–^Thy1^low^CD45^+^KLRG1^+^ cells. For cells sorted for ATAC-seq analysis, ILC2s from BM were sorted as Lin^–^ST2^+^CD25^+^ cells. ILC2s for LI, lung, and pancreas were sorted as Lin^–^CD45^+^CD127^+^ST2^+^CD25^+^. And ILC2s from SI were sorted as Lin^–^CD127^+^Thy1^low^CD45^+^KLRG1^+^ cells. BM ILC2s were sorted using BD FACSARIA III (BD biosciences). And ILC2s of other tissues were sorted using Moflo Astrios (Beckman). For mouse cell sorting used for sequencing, lineage markers were CD3, B220, CD11b, FcεRI, and CD11c. In all other mouse experiments, lineage markers were CD3, B220, CD11b, and CD11c. In all human experiments, lineage markers were CD3, CD5, CD19, CD11b, CD11c, CD14, and FcεRI.

### scRNA-seq analysis

ILC2s sorted from five tissues of wild-type male mice were used for scRNA-seq. Viability of cells was more than 95% before cells were loaded on the Chromium Single Cell Controller (10X Genomics). Libraries were generated using the Chromium Single Cell 3′ Reagents Kits (v2 chemistry; 10X Genomics) following manufacturer’s protocol.^67^ The obtained libraries were sequenced on Illumina Hiseq X Ten system. Libraries of ILC2s from lung, LI, and SI were generated together in one batch of experiment from ten mice pooled together, and libraries of ILC2s from BM, pancreas were generated in another batch of experiment from ten mice pooled together. Two rounds of sequencing were performed on each library of ILC2s from every tissue to obtain abundant reads and pooled for subsequent analysis. Cell Ranger software (v2.2.0, 10X Genomics) was used to perform demultiplexing, alignment and counting. The reads were aligned to the mm10 genome. Further quality control was performed using Scater package:^68^ (1) cells with fewer than 10^2.5^ UMIs, or with over 10% UMIs derived from mitochondrial genome (ENSMUSG00000064357,ENSMUSG00000064370,ENSMUSG00000064341,ENSMUSG00000064363,ENSMUSG00000065947,ENSMUSG00000064367,ENSMUSG00000064368,ENSMUSG00000064354,ENSMUSG00000064351,ENSMUSG00000064345,ENSMUSG00000064356,ENSMUSG00000064358,ENSMUSG00000064360), were removed. (2) Genes failed to be detected with a minimum total read counts of five in at least two cells were filtered. ScRNA-seq analysis was performed using Seurat package (version 2 and 3) in R (version 3.6.1).^69,70^ Briefly, counts were normalized using LogNormalize function. Then, FindViariableGenes, RunPCA, and JackStraw functions were used to perform linear dimensional reduction based on statistically significant principal components. FindClusters, RunTSNE, and FindAllMarkers were used to identify the cell clusters, visualize cluster, and look for differentially expressed genes. Contaminated clusters with representative signature genes for ILC3s (*Il22, Rorc, Ccr6, Klrb1c*), B cells (*Jchain, Mzb1, Ebf1, Cd79a*), T cells (*Cd28, Cd3e, Cd8a*), endothelial cells (*Thbd, Cd93*), NK cells (*Klrb1c*), myeloid cells (*Lyz2, Itgam, Itgax*), and Group 1 ILCs (*Tbx21, Ifng*) were filtered from analysis. Two rounds of filters were performed for LI and pancreas ILC2s. MergeSeurat was used to aggregate quality-filtered ILC2 single-cell data from all tissues. Cell counts of tissue ILC2s were downsampled to 2734 cells according to sample with fewest cell counts (Lung ILC2s). Hierarchically, proximity analysis was performed using PlotClusterTree function. Differentially expressed genes in clusters were identified using “1 versus 1” comparison between all clusters as one strategy and “1 versus all (other clusters as a bulk population)” as another strategy. Large and small intestinal ILC2 common signatures were obtained by overlapping large and small intestinal ILC2 differentially expressed genes compared to each of the other three tissue ILC2s (BM, lung, and pancreas ILC2s) through a “1 versus 1” method separately. Gene ontology analysis was performed using the “Gene Ontology Resource” (http://geneontology.org).

### Analysis of mRNA expression by real-time RT-PCR

RNA was isolated with Trizol reagent (Invitrogen). cDNA was synthesized using GoScript™ Reverse Transcription kit (Promega). Real-time PCR was performed using FastStart Universal SYBR Green Master (Roche Mannheim) and reactions were run with QuantStudio 7 software (Thermo Fisher Scientific). The results were displayed as relative expression values normalized to *Actb* (for mouse) or GAPDH (for human) mRNA expression. Primers used for real-time RT-PCR are listed in Supplementary Data 5. Heatmaps based on Log_10_(fold change) of relative expression were generated using HemI 1.0.

### Gene correlation analysis at the single-cell level

Clusters suspicious to be affected by enzymatic digestions in LI ILC2s were further removed for gene correlation analysis at the single-cell level.^71,72^ “Single-cell correlation” analysis was based on normalized counts in each cell at the single-cell level.^73^ Cells with no detected *Ikzf3* expression was filtered from analysis. Significantly correlated genes in expression were identified according to *p* value of Pearson correlation analysis (*p* < 0.05).

### ATAC-seq and analysis and integrated analysis with scRNA-seq

Biological duplicates of 50,000 ILC2s from five tissues of wild-type male mice (16 mice were pooled for BM, pancreas and lung ILC2, 10 mice were pooled for SI and LI ILC2) were sorted by flow cytometry and were subjected to ATAC-seq analysis. Library preparation was performed using TruePrepTM DNA Library Prep Kit V2 for Illumina^®^ kit from Vanzyme (Nanjing, China) based on a previously published method.^74^ 1.2 × Agencourt AMPure XP beads (Beckman Coulter) were used to purify libraries for sequencing; 150 paired-end sequencing was performed with Illumina HiSeq X Ten.

ATAC-seq raw sequence reads were initially processed by FastQC (version 0.11.9) for quality control, and then adapter sequences and poor quality reads were removed. Quality-filtered reads were then mapped to mouse genome (mm10) using Bowtie2 (version 2.2.9), and only uniquely mapped reads were kept. Sam files were converted to Bam format using Samtools (version 1.8). Peak calling was done using MACS (2.1.1) with an initial threshold *q* value of 0.01 as cutoff. Only peaks repeatedly present in biological repeats were considered as “genuine peaks.” Overlapped tissue ILC2 ATAC-seq peaks were identified by first quantifying peak signal using bedtools (version 2.29.2) multicov. “MergePeaks” of HOMER (version 4.1.5) was used to define common peaks. Then, differentially expressed peaks were analyzed using DESeq2. Differentially expressed peaks significantly higher or lower (*p* < 0.05) in one tissue ILC2s compared to other tissue ILC2s through a 1 versus 1 comparison mode were overlapped. And the overlapped peaks were defined as ILC2 TS OCRs or “commonly decreased peaks.” To look for large and small intestinal ILC2 common OCRs, differentially expressed peaks were first identified in large intestinal or small intestinal ILC2s compared to each of the other three tissue ILC2s, respectively, and then overlapped peaks were intestinal ILC2-specific OCRs. Visualization of read count data was performed by converting raw bam files to bigwig files using IGV tools. Motif enrichment analysis was performed using HOMER.

Integrated analysis of ATAC-seq and scRNA-seq data was performed similar a previously published method.^75^ The correlation of mRNA expression with chromatin accessibility was performed using Log_2_(fold change) (Log_2_Fc) of mRNA expression with average Log_2_Fc of accessibility of peaks in promoter, intragenic (5’UTR + 3’UTR + exon + intron) or intergenic regions annotated by HOMER. Only genes with significantly differential mRNA expression for more than 1.2 fold in tissue ILC2s through a “1 versus all comparison” were analyzed. Average Log_2_Fc of genome accessibility was calculated by sum of Log_2_Fc in accessibility of all observed peaks divided by the number of observed peaks at promoter, intragenic, or intergenic regions of correlated genes, regardless of significance in differential expression. Log_2_Fc of gene expression was analyzed by Seurat through “1 versus all” comparison. Specifically, for LI and SI common ILC2 features, the average Log_2_Fc (mRNA expression fold and fold of genome accessibility were both processed in this way) was obtained by following calculation. First, Log_2_Fc of LI or SI ILC2 over each of the other three tissue ILC2s (BM, lung, and pancreas ILC2s) through a “1 versus 1” method was summed and divided by 3 to obtain Log_2_Fc(LI/BM–lung–pancreas) and Log_2_Fc(SI/BM–lung–pancreas). Then, the above 2 Log_2_Fc values were further added up and divided by 2. Pearson correlation analysis was performed with GraphPad Prism 5.0.

### In vitro culture of mouse ILC2s and treatment with cytokines

ILC2s (Lin^–^ST2^+^CD25^+^cells) were purified from the LI of wild-type mice, *Ahr*^*–/–*^ or *Pdcd1*^*–/–*^ mice and cultured in 96-well flat-bottom plates in RPMI 1640 complete medium containing 10% fetal bovine serum (Gibco), 2 mM glutamine (Gibco), 50 uM of β-mercaptoethanol, non-essential amino acid (Gibco), 333 U/ml of penicillin (Gibco), and 333 µg/ml of streptomycin (Gibco). For all in vitro experiments used in this study, concentration for IL-7 (Peprotech) and IL-33 (BioLegend) were 10 ng/ml.

### Sorting, culture, and siRNA treatment of human ILC2s

Human ILC2s were sorted as (Lin^–^CD45^+^CD127^+^CRTH2^+^) by flow cytometry from PBMC mixed from ten individuals as one biological sample. Cells were then cultured in 96-well flat-bottom plates with 10,000 cells per well with the same medium recipe used for culturing mouse ILC2s. Cells were treated with recombinant human (rh)IL-2(20 ng/ml, Peprotech) and rhIL-7(20 ng/ml, Peprotech) in the presence or absence of rhIL-33(50 ng/ml, Peprotech) for 5 days. For ablation of *IKZF3*, siRNA(3pmol) targeting *IKZF3* or control siRNA were transfected to purified human ILC2s cultured with IL-2, IL-7, and IL-33 for 3 days using Lipofectamine™ 3000 reagent (Thermo Fisher Scientific). mRNA and protein expression of Aiolos and IL-5 was analyzed 2 days after transfection.

### In vitro retroviral infection and treatment of mouse ILC2s with α-PD-1

MSCV-LTRmiR30-PIG (LMP) is a retroviral vector designed for the dual expression of GFP and short hairpin RNAs (shRNA) (Open Biosystems). Retro-gRNA-eGFP plasmid was a gift from Christophe Benoist & Diane Mathis (Addgene plasmid #116926; RRID:Addgene_116926).^76^ MIG plasmid was used previously.^77^ MIG-Ikzf3 was generated by cloning mouse *Ikzf3* cDNA to MIG vector. LMP-Ikzf3shRNA#1, LMP-Ikzf3shRNA#2 were generated by ligation of synthesized DNA sequences targeting *Ikzf3* (Supplementary Data 5) to the LMP vector. Ikzf3-sgRNA#1 and Ikzf3-sgRNA#2 were generated by cloning synthesized DNA sequenced targeting *Ikzf3* to the Retro-gRNA-eGFP vector (Supplementary Data 5). Phoenix cells were transfected with retroviral plasmids and the packaging plasmid 10A1 using polyethylenimine (PEI, Polysciences). Viral supernatant was collected after transfection.

For retroviral infection of ILC2s (using LMP, LMP-Ikzf3shRNA#2, MIG or MIG-Ikzf3), purified large intestinal ST2^+^ILC2s from wild-type, or *Ahr*^*–/–*^, or *Pdcd1*^*–/–*^ mice were expanded with IL-7 and IL-33 for 5 days. On day 5, spin-infection was performed using cells in 96-well flat-bottom plates in 200 ul of virus supernatant containing 8 μg/ml polybrene (Sigma-Aldrich), IL-7 (10 ng/ml), and IL-33 (10 ng/ml) at 2500 rpm for 1.5 h at 30 °C and cultured with an additional 2 h in an incubator with 5% CO_2_. Virus supernatant was then replaced with complete medium with IL-7 and IL-33. The retroviral transduction was repeated 24 h later. The infected GFP^+^ cells were sorted 24 h after the second spin-infection and re-plated with an equal number of 30,000 cells/well in each group. Cells were treated with or without α-PD-1 (J43, 10 ug/ml, Bioxcel) or hamster IgG (10 ug/ml, BioLegend) for 48 h before analysis. Brefeldin A (2 ug/ml) was added for the last 2 h of culture for detection of IL-5 by flow cytometry.

In the *Ikzf3*-knockdown experiment, mRNA expression of *Hspa1a* in purified GFP^+^ cells was analyzed 24 h after retroviral infection. For detection of *Gata3*, *Rora*, *Il5*, *Pdcd1*, and *Areg* mRNA expression, GFP^+^ cells were harvested 72 h after retroviral infection.

### Adoptive transfer of cells to *Rag2*^*–/–*^*Il2rg*^*–/–*^ mice

For repletion of ILC2s from different tissues to *Rag2*^*–/–*^*Il2rg*^*–/–*^ mice, BM ILC2s, LI ILC2s, lung ILC2s, and SI ILC2s were sorted by flow cytometry and cultured with IL-7 and IL-33 for 4 days. A total of 2 × 10^5^ cells were harvested and transferred to *Rag2*^*–/–*^*Il2rg*^*–/–*^ mice, which were immediately intraperitoneally injected with 500 ng IL-33 for 4 consecutive days. Mice were sacrificed for analysis 4 weeks after transfer.

For construction of BM chimeric mice, BM cells were harvested from age and gender-matched CD45.2-*Ahr*^*–/–*^and CD45.1-wild-type mice and mixed at a ratio of 1:1. A total of 5 × 10^6^ mixed BM cells were intravenously injected into *Rag2*^*–/–*^*Il2rg*^*–/–*^ mice irradiated with 550 rads with 4-h interval. Host mice were sacrificed for analysis 6 weeks after transfer.

For adoptive transfer of *Ikzf3*-knockdown ILC2s, 2 × 10^5^ ILC2s infected with control virus or LMP-Ikzf3shRNA#2 virus were intravenously injected into *Rag2*^*–/–*^*Il2rg*^*–/–*^ mice. For detection of IL-5, PD-1, and AREG expression in ILC2s, mice were sacrificed 4 weeks after transfer for analysis. For analysis of eosinophil infiltration, *Rag2*^*–/–*^*Il2rg*^*–/–*^ mice reconstituted with ILC2s infected with control virus or LMP-Ikzf3shRNA#2 virus were treated with 500 ng IL-33 for 4 consecutive days and sacrificed for analysis on day 5.

### Chromatin immunoprecipitation (ChIP) assay

LI ILC2s (Lin^−^ST2^+^CD25^+^ cells) were purified from littermate *Ahr*^*–/–*^ and *Ahr*^*+/+*^ mice and cultured with IL-7 and IL-33 for 7 days. For ChIP of Ahr, cells were treated with FICZ (200 nM) for 4 h before cells were harvested. Cells were cross-linked with 1% formaldehyde for 10 min and the reaction was stopped by adding glycine solution of a final concentration of 0.125 M for 10 min. Chromatin was sheared by sonication with Vibra-Cell™ VCX150 (SONICS) (20% of power, 10 s on and 15 s off for 36 cycles) to 500 bp, and immune-precipitated with anti-Ahr (Enzo Life Science), or anti-H3K27ac (Abcam), or rabbit IgG (Abcam). The target DNA was purified by Magna ChIP^TM^ Protein A Magnetic Beads (Sigma, 16-661X) and the eluted DNA was extracted and used for real-time PCR analysis. Primers used for quantitative PCR following ChIP are listed in Supplementary Data 5.

### Statistical methods and *Z*-score

The following statistical analysis methods were performed using GraphPad Prism software (version 5.0 and 8.0). Statistical analyses were performed with two-tailed paired Student’s *t*-test, except that Supplementary Fig. S2e, g was performed with two-tailed unpaired Student’s *t*-test and Fig. 7d–g was performed with one-tailed paired Student’s *t*-test. Paired data were cells from one mouse from the same batch of experiment, or littermate pairs of mice. Data from such experiments are presented as means + SEM; *p < 0.05 was considered statistically significant; **p < 0.01; ***p < 0.001.

For where heatmaps were made with standard score (*Z*-score), the standard score of a raw score *x* is *Z* = (*x* – *μ*)/*σ*. *μ* is the mean of the expression and *σ* is the standard deviation of the expression.

## Supplementary information

Supplementary Information

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

## Data Availability

The data files for the tissue ILC2 scRNA-seq in this study were deposited in the National Omics Data Encyclopedia (NODE) database in experiment OEX003341 under the project OEP000918, and were also deposited in GEO: GSE153748. The accession number for ILC2 ATAC-seq data in this study is GEO: GSE150179. Tissue ILC2 sub-cluster signature genes and tissue ILC2-specific OCRs were uploaded as processed data in GEO153748 and GSE150179, respectively. ATAC-seq data and ChIP-seq data for small intestinal ILCs were published previously with accession number GSE85153 and GSE85156.^37^ ATAC-seq data on ILC2s from Ahr-deficient and control mice of the *Rag1*^*−/−*^ background were published previously with accession number GSE119461.^47^

How the deposited data were processed for this re-analysis (not part of the article)

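Chromatin accessibility was measured by ATAC-seq in ILC2s of the bone marrow (BM), large intestine (LI), lung, pancreas, and small intestine (SI), with 2 libraries per tissue. Each library held 50000 sorted ILC2s of male mice aged 6 weeks, pooled from 16 mice for BM, lung, and pancreas and from 10 mice for LI and SI. Samples were mapped to tissues and replicate numbers from their labels, which match the paper for each of the 10 libraries. The labels and the paper describe the Thy1 level of the SI gate in different words.

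The authors mapped the reads to mm10 with Bowtie2, kept uniquely mapped reads, called peaks with MACS in each library, kept the peaks found in both replicates of a tissue, merged the peaks of the 5 tissues with HOMER, and deposited the raw counts of reads that bedtools found at each merged peak of each library. The counts are whole numbers without normalization. The table holds 50039 regions with their coordinates and no gene names or classes. Its coordinates are printed as the table gives them. The text of the paper does not name a removal of duplicate reads, a filter on mitochondrial or blacklisted regions, or a shift of the reads for the transposase, so none of these steps can be added or undone here. Reads of PCR products without molecular identifiers are not independent molecules, so intervals and chi-square values that rest on counting noise cover counting error only.

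Total counts per library lay between 10282987 and 32797872. The median count per region lay between 71 (pancreas replicate 2) and 259 (lung replicate 2). A fit on counts thinned to the smallest library checked how depth affects the number of TS OCRs.

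From the counts, regions with at least 1 count (49981) were tested with edgeR 4.0.16, using TMM normalization, glmQLFit, and glmQLFTest, with tissue as the only factor and the 10 libraries in a common fit. A TS OCR is higher in a tissue than in each of the other 4 with an unadjusted p under 0.05 in each contrast, as the paper defines it, and a commonly decreased peak is lower in the same way. Intestinal ILC2-specific OCRs are higher in LI and in SI than in BM, lung, and pancreas in each of 6 contrasts. DESeq2 1.42.0, which the paper used, was fitted on the 10 libraries and on the 4 libraries of each comparison as alternatives. Further alternatives were library size alone or DESeq2's size factors in place of TMM, adjusted p-values, a log2 fold change above 1, filters at 10 counts, edgeR on the 4 libraries of each comparison, the replicate number as a block, and each library left out in turn. These were set before the data were examined. Fits with trends in GC content and width or in mean count removed (loess, span 0.3), thinned counts, library sizes counted outside repeat and mitochondrial-like regions, GENCODE M21 in place of RefSeq genes, random genome windows as a motif background, and the further settings listed in the closing section were added afterwards. With 2 libraries per tissue, leaving out a library leaves a tissue with 1, so these fits gave log2 fold changes without p-values.

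Regions were classed and given the gene with the nearest transcription start site (TSS) from the RefSeq annotation of GRCm38, after chromosome names and lengths had been checked against mm10. A promoter reaches from 1000 bp upstream to 100 bp downstream of a TSS. The nearest gene is a convention and does not show which gene a region acts on. The nearest gene was the same in GENCODE M21 for 63.7% of regions and the class for 89.1%. Gene lists and mRNA fold changes come from Supplementary Data 1, which rests on scRNA-seq and not on these libraries. The copy of Supplementary Data 2 at hand holds 35 genes per tissue and class and was used for single values. The file called Supplementary Data 3 at hand lists antibodies, and the motif table of the paper was not used here. The number of peaks shared by the 5 tissues rests on peak calls per tissue, which were not analysed here.

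PCA and distances used log2 CPM with a prior count of 2. Tissue separation was tested by an exact permutation over all pairings of the libraries. Correlations by class were repeated on regions matched on mean count in 50 bins. Shares of promoters, overlaps with gene lists, and motif matches were compared by Fisher's exact test with Benjamini-Hochberg adjustment, and overlaps also with 1000 random sets of regions with the same mean counts. Correlations of accessibility with mRNA carry bootstrap intervals at 95% from 2000 draws over genes. Motifs were counted as consensus matches, in 5 control regions per TS OCR matched on GC content and width, and against windows drawn at random from the genome. Regions at *Ikzf3* and *Ahr* were also compared by an exact permutation of the 4 intestinal and 6 other libraries. This permutation takes libraries and not tissues as its units.

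Named genes followed a rule set at the same time as the designs. They are every gene the paper names with an ATAC-seq result and, for each tissue and the intestinal set, the 3 regions with the largest minimum log2 fold change among regions with at least 20 counts in both libraries of the tissue and higher in both than in every library of the tissues compared. For a gene with several regions, the region with the largest minimum log2 fold change is given.

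Lists of marker genes for B cells, T cells, endothelial cells, NK cells, myeloid cells, and group 1 ILCs were taken from the paper's methods, along with the genes of the surface markers used for sorting. Genes of a further T cell list were chosen after the paper's T cell list had been read. The log2 fold changes of the regions nearest to each list were compared with 1000 random sets of regions of the same mean counts. A further list, and the test that used it, are not reported here.

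The fits and set definitions were tested on simulated data drawn from the real means and library sizes, with 200 changed regions among 49981. All regions and tissues had the same spread, and no trends between libraries were simulated. Computations used R 4.3.3, limma 3.58.1, Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, pysam 0.24.0, and matplotlib 3.10.9.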

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

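The tests on repeats, on chance arrangements of tissues, and on LI replicate 1 below were chosen only after the result was seen, and those on surface markers and T cells were set before their values were seen.

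Libraries far from the others of their group were sought in 50 groups of 4 intestinal or 6 other libraries. Chance gives about 1 in 20 such groups, or 2.5 of 50, and 2 were found, so neither stands out from chance. At the *Ahr* region 14317 bp from the TSS, BM replicate 1 was the lowest of the 6 libraries outside the intestines, with a gap to the next library of 0.635 of their range. It had 10 counts there, and the other 5 had 13 to 38, so the gap rests on few reads. At the *Map4k3* region in intron 1 (chromosome 17, 80717496 to 80718012), LI replicate 1 was the lowest of the 4 intestinal libraries, with a gap of 0.879 of their range. Its count was 131, against 418 in LI replicate 2 and 402 and 553 in SI. LI replicate 1 was also the lowest intestinal library at the *Ikzf3* region. A candidate explanation is a lower contrast at open regions in this library as a whole. The log2 ratio of LI replicate 1 to LI replicate 2 was −1.31 at the *Ikzf3* region and had a median of −0.11 over the 1090 intestinal ILC2-specific OCRs, but these were chosen by the LI libraries as well, so this decides nothing. Over 3392 regions chosen as higher in SI than in BM, lung, and pancreas, without the LI libraries, the median excess (log2) over the 6 libraries outside the intestines was 0.95 in LI replicate 1 and 0.92 in LI replicate 2. Their ratio was 1.04 (95% bootstrap interval over regions 1.01 to 1.07), against 0.395 at the *Ikzf3* region, which argues against a lower contrast of the whole library. Variation between the mice pooled for each library stays open. No biological explanation was tested, since both libraries come from the same tissue.

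The paper reports regions shared by LI and SI, and other pairs of tissues can be examined in the same way. In LI and pancreas together, 747 regions were higher than in BM, lung, and SI in each contrast, and 169 were lower. This was the next largest number after the 1090 regions of LI and SI, and lung and pancreas shared 398. None of the other 9 pairs of tissues reached the number of LI and SI (1 of 10 pairs, which is too few to reach a share under 0.05). In simulated counts with the same spread in every region and tissue, 1 of 49781 unchanged regions was called in LI and pancreas. Among 23 arrangements of the 10 libraries that mix tissues, the largest number for any pair of groups was 580. Of the 747 regions, 49.7% were intragenic, 47.7% intergenic, and 2.68% promoters. The number was 698 with DESeq2, 485 with trends in GC content and width removed, of which 445 were among the 747, and 337 with library size alone, where 1235 regions were lower. The excess of higher over lower regions thus reversed with library size alone, and lung and pancreas then shared more higher regions (495). LI replicate 1 and pancreas replicate 2 held the largest shares of counts in repeats (22.8% and 25.8%, Wilson 95% intervals 22.7% to 22.8% and 25.8% to 25.8%), so shared repeats may be a source. The other LI and pancreas libraries do not settle this. Of 1271 regions chosen by LI replicate 1 and pancreas replicate 2, they were above the 6 libraries of BM, lung, and SI at 63.7%, and at 5.44% of the other regions. The 1271 regions were chosen as above the same 6 libraries, which raises this share by itself. No share expected without a difference was computed, so shared repeats stay open. T cells in both sorts are another candidate source. The regions of the T cell genes named in the paper's methods were higher in LI and pancreas (median log2 fold changes of 0.85 and 0.86, adjusted permutation p = 0.0266 and 0.0160). This came from the 8 regions at *Cd28* (0.96 and 1.04), whereas the 3 regions at *Cd3e* were not higher (−0.06 and −0.30). Over 29 regions of 9 further T cell genes, the median of the smaller of the LI and pancreas changes was −0.18, the same as for random regions (−0.18, one-sided permutation p = 0.499). These regions went both ways, so the test decides nothing and T cells stay open. Any T cells would have had to pass a sort that excluded cells with CD3. A part of the number that follows trends in GC content, the scaling, and a difference between tissues stay open as well, and the last was not tested.

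In BM and SI together, 1357 regions were lower than in LI, lung, and pancreas, and 201 were higher. This was the largest number of lower regions for any of the 10 pairs of tissues, ahead of BM and lung with 786. It was 1318 with DESeq2, 1145 with trends in GC content and width removed, and 1081 with library size alone, where LI and pancreas had more lower regions (1235), so that its rank depends on the scaling. In the simulated counts, which have the same spread in every region and tissue, 2 unchanged regions were called in this way. The largest number of lower regions in the 23 mixed arrangements was 284. SI ILC2s were sorted on Thy1 and KLRG1, and the other ILC2s on ST2 and CD25, so the sorting gate may contribute. At *Il1rl1*, which encodes ST2, the 19 regions were lower in SI than in each other tissue, with a median log2 fold change of −2.74 over lung, −2.85 over pancreas, −1.57 over BM, and −1.39 over LI, and 5 of them were among the 1357. The 13 regions at *Il2ra*, which encodes CD25, had a median of −0.23 over lung, and the 8 regions at *Klrg1* had 0.31 over lung but −0.53 over pancreas. BM was sorted on ST2 and CD25 as well, so the gate on ST2 does not separate BM from lung. For SI, the gate and the tissue cannot be told apart, because no SI library was sorted on ST2. Whether the tissues differ for a biological reason was not tested.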

How the results depend on the processing

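Apart from fits that left out 1 library, results were compared with their values under alternatives 771 times. Of these comparisons, 645 kept their direction and their side of the threshold, 27 reversed, 27 became weaker, 20 became stronger, and 52 moved. Alternatives added after the data had been seen were the removal of trends, library sizes counted outside repeat and mitochondrial-like regions, thinned counts for the sets of regions and shares of promoters, GENCODE M21 genes, the subsets of regions for PCA, library size alone for the shares of promoters, DESeq2 on 4 libraries and the background of Supplementary Data 1 for the overlaps, and all alternatives for the motifs. Where no cause is given, the cause was not tested.

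The numbers of regions depended on the threshold. With adjusted p-values under 0.05 in each contrast, TS OCRs fell from 2249 to 989 in BM, from 650 to 104 in LI, from 652 to 197 in lung, from 715 to 125 in pancreas, and from 1401 to 295 in SI, and intestinal ILC2-specific OCRs fell from 1090 to 309. Commonly decreased peaks fell from 3316 to 2054 in BM, from 66 to 1 in LI, from 862 to 187 in lung, from 286 to 42 in pancreas, from 1794 to 879 in SI, and from 437 to 129 in LI and SI together. A stricter threshold can only lower these numbers. The same holds for a log2 fold change above 1, which left 1037 TS OCRs in BM, 238 in LI, 231 in lung, 223 in pancreas, 743 in SI, and 610 in LI and SI. It left 1914, 7, 486, 60, 863, and 151 commonly decreased peaks in the same order.

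DESeq2 on the 4 libraries of each comparison gave fewer commonly decreased peaks, with 29 in LI, 465 in lung, 148 in pancreas, and 1028 in SI. DESeq2 on the 10 libraries moved none of the numbers by more than 1.5 times. With library size alone in place of TMM, the median log2 fold change of all regions was 0.20 in SI, 0.18 in lung, −0.15 in pancreas, and −0.11 in LI. With TMM these medians were 0.032, −0.003, −0.019, and 0.021. TS OCRs were then 1304 in BM, 379 in LI, 1283 in lung, 448 in pancreas, and 2619 in SI, and commonly decreased peaks were 142 in LI, 462 in lung, and 1086 in SI. The share of TS OCRs among the regions called in either direction moved with it, from 40.4% to 24.2% in BM, from 90.8% to 72.7% in LI, from 43.1% to 73.5% in lung, from 71.4% to 53.0% in pancreas, and from 43.8% to 70.7% in SI. Regions over 1 (log2) above each other tissue, counted without a test, rose from 239 to 450 in lung and from 899 to 1480 in SI.

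Trends with GC content and width, when removed, left 135 commonly decreased peaks in LI and raised the TS OCRs of lung to 984. With trends in mean count removed, LI had 132 commonly decreased peaks. With library sizes counted outside repeat and mitochondrial-like regions, the median log2 fold change of all regions in BM was −0.12, and BM had 1407 TS OCRs. The share of higher regions was 24.6% in BM in that setting, 78.0% in LI, 56.8% in lung, and 60.6% (from 71.4%) in LI and SI with GC trends removed, and 60.7% in lung with trends in mean count removed. It was 63.5% in lung and 84.1% in pancreas with DESeq2 on the 4 libraries, 60.5% in lung with edgeR on them, 25.1% in SI with adjusted p-values, and 32.2% in lung with a log2 fold change above 1.

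The promoter share of BM TS OCRs reversed in 4 settings. Its odds ratio of 1.91 became 0.652 with adjusted p-values, 0.371 with library size alone, 0.668 with GC and width trends removed, and 0.599 with trends in mean count removed. It stayed above 1 with DESeq2 on the 10 libraries (2.27). It was also above 1 against regions matched on mean count (1.17), which were too few for a full match in BM. For SI the odds ratio against regions matched on mean count was 0.872, weaker than 0.353. The overlap in lung was weaker with adjusted p-values (odds ratio 3.90). The correlation between accessibility and mRNA at lung promoters became stronger with Spearman's coefficient (0.384) and with regions of at least 10 counts in every library (0.404). The correlation between tissues moved from 0.957 at promoters to 0.939 as a Pearson coefficient and to 0.919 in regions matched on mean count. It moved from 0.756 to 0.845 at matched intergenic regions and from 0.814 to 0.748 at intragenic regions with promoters reaching 1000 bp on both sides.

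Motif results moved with the regions called and with the background. With adjusted p-values the odds ratios of GATA in pancreas (1.77), GATA in SI (0.740), ROR in LI (3.48), and KLF in BM (1.14) no longer passed, and the directions reversed for SMAD in BM (1.02), Ahr:Arnt in BM (0.895), KLF in LI (0.760), IRF in lung (1.37), KLF in pancreas (1.31), SMAD in SI (1.11), and Ahr:Arnt in SI (0.894). With fewer regions called, these tests have less power. With GC and width trends removed, KLF in BM was weaker (1.16), and Ahr:Arnt in BM (0.941), KLF in lung (1.01), and SMAD in SI (1.02) reversed. With DESeq2, SMAD in SI reversed (1.03). Against random windows of the genome, GATA in lung became stronger (2.21), and the direction reversed for ROR in BM (1.90), GATA in LI (1.78), IRF in LI (1.14), KLF in lung (1.98), IRF in lung (1.47), Ahr:Arnt in lung (1.29), KLF in pancreas (1.54), GATA in SI (1.33), ROR in SI (1.78), and, for LI and SI together, GATA (1.63), KLF (1.19), and SMAD (0.936).

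Each library was left out in turn in 10 fits without p-values. The smallest log2 fold change was between 2.32 and 3.01 for the *Ahr* region at +14 kb and between 0.38 and 1.64 for the *Ikzf3* region at +13 kb, where 0.38 was reached without LI replicate 2. The correlation with mRNA at promoters was 0.169 to 0.275 in BM, 0.120 to 0.333 in LI, 0.297 to 0.416 in pancreas, 0.240 to 0.382 in SI, and 0.218 to 0.30 in LI and SI. At intragenic regions it was 0.267 to 0.385 in BM, 0.110 to 0.297 in LI, 0.349 to 0.441 in pancreas, and 0.374 to 0.435 in SI, and at intergenic regions 0.194 to 0.346 in LI, 0.417 to 0.498 in pancreas, and 0.361 to 0.422 in SI. The lowest LI values came without LI replicate 2. Regions over 1 (log2) above each other tissue numbered 201 to 422 in LI (422 without LI replicate 2), 187 to 380 in lung (380 without lung replicate 1), 213 to 564 in pancreas (564 without pancreas replicate 1), and 483 (without SI replicate 1) to 1498 (without SI replicate 2) in SI. Among 570 values of single regions, 46 moved by more than the spread of replicates when a library was left out. The variance share of the first component moved in 6 of 10 such fits, and that of the second in 2. Comparisons of the other single regions and motifs with another alternative gave 20 weaker and 17 stronger results. The variance shares of the first and second components moved under 3 alternatives each.

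With the replicate number as a factor (replicate block), BM had 2100 TS OCRs and LI and SI had 1116 intestinal ILC2-specific OCRs. The numbers do not pair the libraries, as the correlations of deviations between libraries of the same number lay between −0.218 and 0.196 over the 10 pairs of tissues. Filtering at 10 counts in at least 2 libraries removed no region and so tests nothing. Thinning the counts to the smallest library moved none of the numbers of regions by more than 1.5 times. Low counts limit single regions, such as the *Ikzf3* region, where LI replicate 1 had 40 counts and the libraries outside the intestines had 32 to 44.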

Differences from the paper's values

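The second principal component held 27.6% of the variance here, whereas the paper's value is about 18% in Fig. 5a, read by eye. Of the alternatives set before the data were examined, regions scaled to unit variance (22.1%) came within 1.5 times of it, as did the fits without BM replicate 1 (22.3%), BM replicate 2 (26.1%), lung replicate 1 (26.9%), pancreas replicate 1 (26.8%), SI replicate 1 (22.8%), and SI replicate 2 (26.0%). Library size alone (27.2%), a prior count of 0.5 (27.5%), the regions with the largest variance (30.7%), DESeq2's variance stabilizing transformation (27.5%), regions with at least 10 counts in every library (28.3%), and the fits without LI replicate 1 (29.9%), LI replicate 2 (29.9%), lung replicate 2 (27.6%), and pancreas replicate 2 (29.1%) did not. No setting reached 18%. With promoter regions alone, a setting chosen after seeing the values, it was 21.1%.

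In Supplementary Data 2, 46 of the 609 mean log2 fold changes at hand differ in sign or by more than the replicate SD, the largest gap being 0.97. Among the 60 values of genes in the set for which the paper names them with an ATAC-seq result, 6 differ, and these are given below. Named genes can differ in other sets too, as the intergenic regions of *Il13* do in LI alone (paper 0.11, here −0.12). For the intergenic regions of *Fos* in BM the paper's value is −0.074 and the value here 0.014, and of the alternatives set before the data were examined, library size alone closed the gap (−0.07), while the region with the most counts (0.56), DESeq2 (0.03), and regions with at least 10 counts in every library (0.01) did not. For the intergenic regions of *Jun* in BM the paper's value is −0.49 and the value here −0.31. For those of *Cd47* in pancreas the paper's value is 0.40 and the value here 0.15, and for those of *Il13* in LI and SI the paper's value is 0.65 and the value here 0.30. For the intragenic regions of *Lztfl1* in BM the paper's value is 1.87 and the value here 0.97. The same alternatives did not close the gap for *Jun*, *Cd47*, *Il13*, or *Lztfl1*. For the *Ccl1* promoter in lung the paper's value is 1.18 and the value here 1.16. None of these alternatives closed that gap, of which DESeq2 on the 10 libraries gave 1.17, but DESeq2 on the 4 libraries of each comparison gave 1.18, a setting chosen for these values after seeing them.

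Other values of the paper differed by less. The paper's smallest and largest numbers of TS OCRs are 579 and 2126, against 650 and 2249 here. DESeq2 on the 4 libraries of each comparison, set before the data were examined, gave 580 and 2117. The paper's overlap of intestinal genes is 28, against 34 here. It was 27 with DESeq2 on the 4 libraries, a setting chosen for the overlap after seeing the values.

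The paper states that GATA motifs are shared by the TS OCRs of the tissues. Against open regions matched on GC content and width, GATA matches were in excess in BM (odds ratio 2.86) and pancreas (1.65), did not pass in lung (1.36) or LI (0.874), and were rarer in SI (0.648). Against random windows of the genome, a background chosen after seeing the values, the odds ratio was above 1 in each of the 5 tissues, from 1.33 in SI to 4.91 in BM. These are counts of consensus matches and not the HOMER enrichment of the paper. ROR matches were in excess in lung (2.33) as well as in LI (2.94), for which the paper names the motif. Whether other cells in a sort contribute to a motif excess was not settled here.

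The paper shows a TS OCR of lung at *Btg1*. No region nearest to this gene passed here (unadjusted p = 0.0517 in edgeR). It passed the unadjusted threshold with DESeq2 on the 10 libraries, with DESeq2 on the 4 libraries of each comparison, with library size alone, and with the replicate number as a factor. Over the 41 gene and tissue pairs named, the region chosen by rule passed for 38, against 37 with DESeq2 on the 10 libraries, 38 with DESeq2 on the 4 libraries, 30 with library size alone, and 39 with the replicate number as a factor. The *Epas1* region chosen by rule for LI and SI did not pass in any of these settings, and the *Ccr4* region passed with library size alone, although each gene has another region that passed here.

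The paper states that accessibility outside promoters correlated better with mRNA. In LI the coefficient of intragenic regions (0.238) was below that of promoters (0.260), and that of intergenic regions (0.297) was above it. The 95% bootstrap intervals of the differences between classes included 0 in each of the 5 tissues. For LI and SI together, on genes with both classes, the intergenic coefficient was higher by 0.138 (0.003 to 0.272). The interval for intragenic regions included 0 there. The mRNA changes of LI and SI together were taken against all other tissues, the other intestine included. The paper took them against BM, lung, and pancreas alone, so these coefficients do not repeat its measure. In BM, where the paper finds many TS OCRs at promoters, the promoter share was 30.6% here but 8.28% with library size alone, against 19.2% of all regions. The paper finds more than 50% of genes changed in the same direction as accessibility. The lowest share here was 50.7%, at LI promoters, and it was 45.8% with library size alone.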

Other observations

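The tests on chance arrangements of libraries, depth, trends and counts at BM promoters, genes with many regions, counts behind the correlations by class, and the gene assignment at *Lztfl1* were chosen only after the result was seen. The other tests below were set before their values were seen, and that on other cells in BM was split by list afterwards. The patterns were noticed in the same data, so each explanation is a hypothesis.

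In SI, GATA matches moved apart between higher and lower regions. They lay in 18.6% of the 1794 commonly decreased peaks of SI, against 11.0% of regions matched on GC content and width (odds ratio 1.85, Fisher's exact test, adjusted p = 1.8e-16), whereas they were rarer in the TS OCRs. The commonly decreased peaks of LI and SI showed the same excess (20.6% against 11.1%, odds ratio 2.07, adjusted exact p = 8.8e-07), and those of lung a smaller one (1.45). Those of BM showed a deficit (0.687). Promoters among the regions compared do not account for it, since the odds ratio in non-promoter regions lower in SI was 1.82. Trends in GC content and width do not either, since with the trends removed it was 1.74 for lower regions and 0.650 for higher ones. Fewer accessible GATA sites in SI ILC2s may thus be a difference between tissues or between the cells that the SI gate selects, and the data do not separate these. Whether the odds ratios differ between tissues was not tested.

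The number of TS OCRs exceeded that of other arrangements of the 10 libraries, since the tissues gave the largest total among 24 arrangements (1 of 24). Library depth may shape which tissue has the most. With counts thinned to the smallest library, BM had 2139 TS OCRs, SI 1279, pancreas 710, LI 606, and lung 592, which argues against depth as the cause of the order of BM and SI. Other cells in the BM sort are a further candidate source. The regions of the B cell list had a median log2 fold change of −0.57 in BM, those of the T cell list −1.25, and those of the myeloid list −1.05. The T cell list was lower than random regions (adjusted permutation p = 0.0160), at both *Cd28* (−1.26) and *Cd3e* (−0.99), but 9 further T cell genes went both ways, with *Trat1* (1.04), *Cd4* (0.96), and *Themis* (0.41) among those above 0 in BM and *Cd6* (−1.69), *Cd3g* (−1.60), and *Cd5* (−1.49) below it. The B cell list, with 4 regions, and the myeloid list, with 2, did not differ from random regions (adjusted permutation p = 0.624 and 0.387), so T cells, B cells, and myeloid cells stay open. Any such cells would have had to pass a sort that excluded CD3, B220, CD11b, and further lineage markers. A difference between tissues stays open and was not tested, and so does the sorter, which was another one for BM.

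Library size alone gave more TS OCRs in lung and SI than TMM. A candidate explanation is the share of counts in repeat and mitochondrial-like regions, which raises the total of some libraries without raising other regions. Repeats held between 6.57% (lung replicate 2) and 25.8% (pancreas replicate 2) of the counts. With library totals counted outside these regions, SI had 1551 TS OCRs and lung 573, near the 1401 and 652 with TMM, which is consistent with this explanation for these tissues. BM had 1407, near the 1304 with library size alone, so these regions do not account for the lower number in BM.

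The promoter share of the BM TS OCRs rose and fell with the scaling. Promoters as a whole were higher in BM, with a median log2 fold change of 0.25 over the other tissues against −0.09 for other regions, and the BM promoters called exceeded the next tissue by a median of 0.50 only. A shift of all promoters in the BM libraries may therefore lie behind the share. The median of all promoters stayed above 0 in the 5 scalings compared, at 0.11 to 0.25, while the share was 30.6% with TMM, 21.7% with library totals outside repeats, 14.0% with GC trends removed, 12.7% with trends in mean count removed, and 8.28% with library size alone. Trends in GC content and width are a further candidate. With them removed, the odds ratio was 0.668, but promoters stayed 0.15 above other regions of the same GC content (0.14 with the trends removed). Higher counts at promoters let smaller differences pass. Against regions matched on mean count the odds ratio was 1.17 (Fisher's exact test, adjusted p = 0.00276). This background held 8919 regions for 2249 TS OCRs, short of 5 each, because some bins of mean count ran out. The matching was thus incomplete, and higher counts at promoters stay open. With trends in mean count removed, promoters were only 0.04 above other regions of the same GC content. A shift of promoters in BM ILC2s, a technical trend with GC content, and one with mean count stay open, since promoters differ from other regions in both.

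Regions differ in how many reads and how many neighbours they have, which may shape comparisons between classes and genes. The overlap of TS OCR genes with TS genes was at least 1.92 times that of random region sets with the same mean counts in each of the 6 sets, which argues against genes with many regions as its whole cause. Promoters matched on mean count had a mean correlation between tissues of 0.919, against 0.863 and 0.845 for the matched intragenic and intergenic regions, where all regions gave 0.957, 0.814, and 0.756. Higher counts at promoters thus account for a part of the difference between the classes and not for the whole of it.

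Other lists of marker genes were compared with random regions of the same mean counts, with permutation p adjusted over 40 comparisons. The B cell list was higher in SI (1.71, adjusted p = 0.0444), from 4 regions at *Mzb1* and *Ebf1*. The endothelial list was higher in LI (0.82, adjusted p = 0.0343), where 2 of its 8 regions, at *Cd93*, were TS OCRs. The group 1 ILC list was lower in SI (−0.54, adjusted p = 0.0444). This came from the 9 regions at *Ifng* (−0.64), whereas the 2 regions at *Tbx21* were not lower (0.07). The T cell list was lower in BM (adjusted p = 0.0160). The NK list, with *Klrb1c* alone, and the myeloid list, with 2 regions, did not pass in any tissue. The list of the 6 sorting markers, which ILC2s express and by which the cells were chosen, was lower in SI (−0.56) and higher in pancreas (0.46) and lung (0.19, adjusted p = 0.0160 for each of these 3), and 18 of its 24 commonly decreased peaks of SI were at *Il1rl1*. These lists are short, each gene with a region has a peak that was called in ILC2 libraries, and whether ILC2s express the genes of the other lists was not analysed here.

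For the intragenic regions of *Lztfl1* in BM, the mean log2 fold change depends on which gene a region is given to. Of the 3 intragenic regions inside *Lztfl1*, 1 was given to this gene here. Counting all 3 to it gave 1.59, which is within the replicate SD (0.41) of the 1.87 in the paper's Supplementary Data 2, against 0.97 for the 1 region. Counting only the higher of the other regions gave 1.86, a choice made after seeing its value. The gene that the authors' annotation gave to these regions may thus be a source of the difference.

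SI and LI were compared at 18 regions named for the intestines, of which those at *Epas1* and *Ccr4* did not pass as higher in both. None passed after Benjamini-Hochberg adjustment over the 18, and 4 had an unadjusted p under 0.05. SI was above LI at *Il13* (0.80, edgeR adjusted p = 0.0892), *Ikzf2* (1.29, adjusted p = 0.0652), and *Bcl2l11* (1.55, adjusted p = 0.214), and below it at the *Ahr* region upstream of the gene at −35264 bp (−0.90, adjusted p = 0.169).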
